# Inactivation of LATS1/2 drives luminal-basal plasticity to initiate basal-like mammary carcinomas

**DOI:** 10.1038/s41467-022-34864-8

**Published:** 2022-11-28

**Authors:** Joseph G. Kern, Andrew M. Tilston-Lunel, Anthony Federico, Boting Ning, Amy Mueller, Grace B. Peppler, Eleni Stampouloglou, Nan Cheng, Randy L. Johnson, Marc E. Lenburg, Jennifer E. Beane, Stefano Monti, Xaralabos Varelas

**Keywords:** Breast cancer, Mammary stem cells, Tumour-suppressor proteins

## Abstract

Basal-like breast cancers, an aggressive breast cancer subtype that has poor treatment options, are thought to arise from luminal mammary epithelial cells that undergo basal plasticity through poorly understood mechanisms. Using genetic mouse models and ex vivo primary organoid cultures, we show that conditional co-deletion of the LATS1 and LATS2 kinases, key effectors of Hippo pathway signaling, in mature mammary luminal epithelial cells promotes the development of Krt14 and Sox9-expressing basal-like carcinomas that metastasize over time. Genetic co-deletion experiments revealed that phenotypes resulting from the loss of LATS1/2 activity are dependent on the transcriptional regulators YAP/TAZ. Gene expression analyses of LATS1/2-deleted mammary epithelial cells notably revealed a transcriptional program that associates with human basal-like breast cancers. Our study demonstrates in vivo roles for the LATS1/2 kinases in mammary epithelial homeostasis and luminal-basal fate control and implicates signaling networks induced upon the loss of LATS1/2 activity in the development of basal-like breast cancer.

## Abstract (web summary)

LATS1/2 kinases are reported to be tumour suppressors in many cancers. Here the authors show that conditional deletion of LATS1/2 in the mature mouse luminal mammary epithelium leads to luminal-basal plasticity and development of basal-like carcinomas.

## Introduction

Cancers are becoming increasingly understood as heterogeneous populations of cells that evolve over time due to interplay with changing intrinsic and extrinsic environments^1^. Cell state instability allows cancer cells to adapt and favor survival against factors such as changes in the local microenvironment and therapeutic interventions. Mounting evidence suggests that such instability can allow cancers to maintain resident pools of cancer stem cells, which exhibit multi-lineage potential and are thought to facilitate adaptive evolution^2,3^. Cellular plasticity, a phenomenon where cells acquire traits not included in their homeostatic repertoire, is understood as the process by which such phenotypes are adopted by tumor cells. Although cellular plasticity is a mechanism involved in normal processes, such as wound healing, in cancers this process is co-opted as a method for tumor initiation, progression, and therapeutic resistance^4,5^.

Basal-like breast cancers are a type of cancer initiated through cell lineage plasticity. These cancers can arise from luminal mammary epithelial cells that acquire basal and stem cell-associated traits upon transformation^5–12^. Sparse treatment options exist for basal-like breast cancers due to a lack of expression of targetable receptors such as the hormone receptors estrogen receptor (ER) and progesterone receptor (PR) and HER2, and their highly heterogeneous transcriptional signatures and mutational landscapes^13^. Improved identification of factors involved in driving luminal-basal plasticity may offer novel avenues for therapeutic intervention of basal-like breast cancers. Blocking luminal-basal plasticity may also improve patient outcomes by inhibiting the acquisition of invasive features, or may allow a reversal of cell fate, rendering basal-like cancers more luminal and thus more easily targeted through established treatment regimens.

The Hippo pathway is a regulator of cell fate in numerous tissues^14^. Previous studies have implicated Hippo pathway components in breast cancer initiation and progression. For example, the Hippo effectors and transcriptional regulators YAP and TAZ (YAP/TAZ) have been shown to permit basal-like traits and aggressiveness in breast cancers^15–19^. Furthermore, the Hippo pathway kinases LATS1 and LATS2 (LATS1/2), which inhibit YAP/TAZ nuclear translocation and transcriptional activity, have been reported to be downregulated in breast cancers^20^. However, the precise roles and cellular phenotypes stimulated by Hippo inactivation in normal mammary cells and breast cancer have yet to be fully understood. We, therefore, sought to better elucidate the impact of Hippo pathway dysregulation in the mammary epithelium in vivo. Here we demonstrate the necessity for LATS1/2 in maintaining luminal cell fate in the mammary epithelium. We show that conditional luminal-specific inactivation of LATS1/2 in the adult mouse mammary epithelium leads to YAP/TAZ-driven luminal-basal plasticity and rapid initiation of basal-like carcinomas that strongly resemble human basal-like breast cancers. Altogether, these findings provide insight into the in vivo roles of the Hippo pathway in mammary epithelial homeostasis and breast cancer initiation and help to clarify mechanisms by which mammary cells undergo plasticity to elicit basal-like cancers.

## Results

### The Hippo pathway kinases LATS1/2 control luminal-basal plasticity in the mammary epithelium

Our analysis of Hippo pathway signaling effectors in the adult mouse mammary epithelium showed distinct levels and localization patterns in luminal and basal cells. When the Hippo pathway is active, LATS1 and LATS2 can be phosphorylated by upstream signaling kinases, such as the MST1/2 kinases, at Thr1079 and Thr1041 (p-LATS1/2), respectively^21^. Analysis of control mouse mammary glands showed high levels and apical localization of p-LATS1/2 in luminal cells, with low detection in basal cells (Fig. 1a). Consistent with previous studies^15,22^, we observed that the transcriptional effectors YAP/TAZ showed prominent nuclear localization in basal cells relative to luminal cells (Fig. 1b). These observations suggested high canonical Hippo pathway activity in mature mammary luminal epithelial cells, pointing to a potential role for LATS1/2 in restricting nuclear YAP/TAZ accumulation in this cell lineage.

**Fig. 1:**
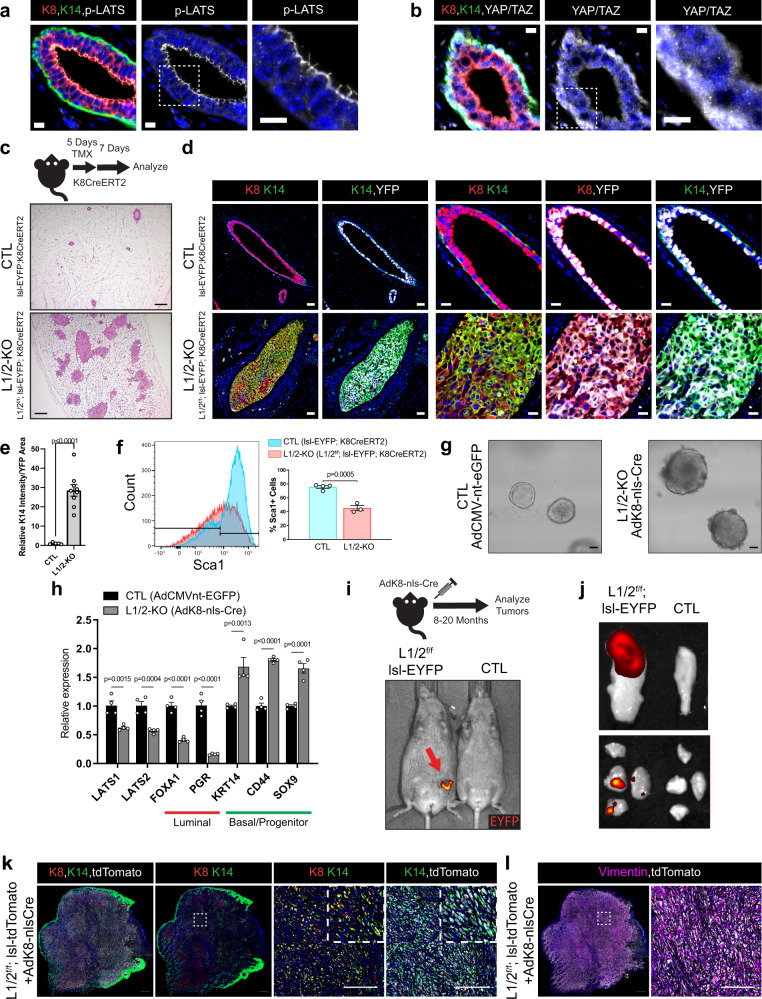
Loss of LATS1/2 in luminal mammary cells induces mammary carcinomas exhibiting luminal-basal plasticity. **a**, **b** Immunofluorescence (IF) staining of **a** phospho-LATS1/2 (Thr1079/1041) or **b** YAP/TAZ together with K8 and K14 in control mouse mammary ducts (Scale bar, 10 µM). **c** Diagram of the mouse model used to conditionally delete LATS1/2 in K8^+^ luminal mammary epithelial cells along with H&E staining of control and Lats1/2^f/f^;lsl-EYFP;K8CreERT2 mammary glands (Scale bar, 200 µM). **d** IF staining of K8, K14, and EYFP in control and Lats1/2^f/f^;lsl-EYFP;K8CreERT2 mammary glands following tamoxifen treatment (Scale bar 50 µM in the left two columns, and 20 µM in the right three columns). **e** Quantification of K14 intensity/YFP area in mammary ducts of lsl-EYFP;K8CreERT2 (CTL) and Lats1/2^f/f^;lsl-EYFP;K8CreERT2 (L1/2-KO) mice (*n* = 5 images from 2 CTL mice, *n* = 9 images from 2 L1/2-KO mice. Unpaired two-tailed *t*-test, Data are shown as mean ± SEM). **f** Flow cytometric profiling for Sca1 expression in CTL and L1/2-KO mammary epithelial cells (*n* = 4 CTL, *n* = 3 L1/2-KO. Unpaired two-tailed *t*-test, Data are shown as mean ± SEM). **g** Morphology of organoids cultured from control and LATS1/2^f/f^ mice infected with AdK8-nls-Cre (Scale bar, 50 µM). **h** RNA expression of selected luminal and basal/stem-cell markers in control and LATS1/2^f/f^ organoids infected with AdK8-nls-Cre (*n* = 4. Unpaired two-tailed *t*-tests. Data are shown as mean ± SEM). **i** IVIS live imaging of a primary tumor (red arrow) formed in the mammary gland of a LATS1/2^f/f^; lsl-EYFP mouse approximately 14 months after intraductal injection with AdK8-nls-Cre compared to an uninjected control mouse. **j** IVIS imaging of EYFP signal from a representative primary tumor (top) and lung metastases (bottom) formed in a LATS1/2^f/f^; lsl-EYFP mouse approximately 11 months after intraductal injection with AdK8-nls-Cre compared to organs from an uninjected control mouse. **k**, **l** IF staining of **k** K8, K14, and tdTomato or **l** Vimentin and tdTomato in a primary tumor formed in a LATS1/2^f/f^; lsl-tdTomato mouse approximately 13 months after intraductal injection with AdK8-nls-Cre (*n* = 2 tumors) (Scale bars, 500 µM on low magnification images on left, and 200 µM on high magnification images of regions outlined by white dotted lines on the right). Source data are provided as a source data file.

LATS1/2 function as tumor suppressors in other contexts^23^ and luminal mammary cells harbor a potential source for multiple breast cancer subtypes^24^, so we sought to test the impact of LATS1/2 inactivation in the luminal mammary epithelium in vivo. For this, we developed a transgenic mouse model that included *Lats1* and *Lats2*-floxed alleles^25,26^ and a Tamoxifen-inducible Cre recombinase under the control of the *Krt8* promoter (Lats1/2^f/f^; K8CreERT2), allowing us to conditionally delete the *Lats1* and *Lats2* genes specifically in Keratin 8-positive (K8+) luminal epithelial cells^27^. We additionally incorporated an R26-LSL-EYFP lineage trace (Lats1/2^f/f^; lsl-EYFP; K8CreERT2), allowing us to visualize cells with Cre activity in these mice. Upon Tamoxifen-induced deletion of LATS1/2 in this model, we observed a dramatic overgrowth of cells within the mammary ducts, leading to a phenotype resembling ductal carcinoma in situ (DCIS) (Fig. 1c). The overgrowth phenotype was observed in every Lats1/2^f/f^; K8CreERT2 animal we examined at time points from 2 to 10 days after the last Tamoxifen dose (*n* > 20 mice). No such DCIS or overgrowth phenotype was observed in control mice. Interestingly, when profiling these cells for markers of luminal (K8) and basal (Keratin 14/K14, Keratin 5/K5) cell fate, we observed EYFP lineage-traced cells expressing K8 and K14 that were negative for K5 expression (K8^+^, K14^+^, K5^−^) expanding within the mammary ducts (Fig. 1d, e and Supplementary Fig. 1a). The acquired expression of K14 in these luminal-derived carcinomas indicated that loss of LATS1/2 confers markers of luminal-basal fate plasticity to the expanding cell population. In accordance with such plasticity, analysis of luminal EYFP^+^ lineage traced cells using established mammary epithelial flow cytometry markers^28^ demonstrated a reduction in Sca1-expressing cells (Fig. 1f and Supplementary Fig. 1b), a population previously shown to be enriched for hormone receptor expression^28–31^. We further observed a lack of estrogen receptor (ER) and progesterone receptor (PR) expression in carcinomas developing in Lats1/2^f/f^; lsl-EYFP; K8CreERT2 mammary glands, phenocopying basal-like breast cancers (Supplementary Fig. 1c, d).

To better validate these findings, we utilized a primary ex vivo organoid culture model with our LATS1/2-floxed mice^32^. We induced luminal-specific LATS1/2 deletion in this system using two methods: (i) infection of Lats1/2^f/f^ organoids with *Ad-K8-nlsCre* and (ii) 4-hydroxytamoxifen treatment of organoids grown from mammary cells isolated from Lats1/2^f/f^; K8CreERT2 mice. Conditional LATS1/2 deletion in both systems led to dramatic alterations in organoid morphology, including increased organoid size and cellularity (Fig. 1g and Supplementary Fig. 1e–h). When profiling these organoid cultures for expression of luminal and basal-associated genes using RT-qPCR, we found that LATS1/2 deletion led to decreases in the expression of luminal genes and increases in the expression of basal and stem cell-associated genes (Fig. 1h and Supplementary Fig. 1i). The reproducibility we observed across both the Tamoxifen and viral-mediated Cre delivery systems indicated that the observed phenotypes were driven by the loss of LATS1/2 and not from Tamoxifen treatment as a confounding factor. In order to evaluate the mammary-specific progression of carcinomas driven by LATS1/2 loss, we introduced *Ad-K8-nlsCre* into the mammary ducts of control and LATS1/2-floxed mice harboring an LSL-EYFP or LSL-tdTomato lineage trace^33^ using intraductal injections^34^ and followed these mice over time. *Ad-K8-nlsCre* specifically targeted K8^+^ mammary luminal cells in a control tdTomato mouse (Supplementary Fig. 1j) and when injected into LATS1/2-floxed mice, 12 out of 19 mice developed overt mammary carcinomas over periods of 8–20 months after Cre delivery (Fig. 1i and Supplementary Fig. 1k). 11 of 12 mice that developed primary tumors also showed lineage-traced tumor cell metastases to their lungs (Fig. 1j and Supplementary Fig. 1l), indicating that LATS1/2-deletion-driven mammary carcinomas have invasive and metastatic potential. Histological analysis demonstrated the presence of K8^+^K14^+^ tumor cells that also co-expressed the tdTomato lineage trace in these tumors (Fig. 1k). Interestingly, lineage-traced cells within the tumors also expressed high levels of Vimentin and exhibited a mesenchymal morphology (Fig. 1l), suggesting that LATS1/2-deleted cells acquired features of an epithelial–mesenchymal transition.

### Sox9-expressing luminal cells serve as cells of origin for LATS1/2-null carcinomas

The luminal mammary epithelium is comprised of discrete cell lineages, distinguished in part by the expression of ER and the transcription factor Sox9, respectively^35^. Studies in mice have shown that cancers resembling sporadic human basal-like breast cancers can arise from the luminal ER-negative/Sox9-expressing population^7,8^. Human luminal progenitor cells that express high levels of Sox9 are also thought to be the origin of Brca1-driven basal-like breast cancers^10,36^. Our analysis of carcinomas that develop upon luminal LATS1/2 deletion showed widespread expression of Sox9, particularly in expanding K8^+^K14^+^ cells (Fig. 2a). Sox9-positive (Sox9^+^) cells in LATS1/2-deleted carcinomas were also ERα-negative (ER^−^) (Supplementary Fig. 2a), and when profiling Lats1/2^f/f^; lsl-EYFP; K8CreERT2 mice at earlier time points (1–6 days after the last Tamoxifen dose), we observed that Sox9+ cells proliferated and gradually acquired K14 expression in this model (Supplementary Fig. 2b). These results suggested a Sox9^+^ luminal origin to the basal-like carcinomas that developed. To test this potential cellular origin, we developed a mouse model to specifically delete LATS1/2 using Tamoxifen-inducible Cre expressed from the endogenous *Sox9* promoter (Sox9CreERT2)^37^ combined with an LSL-EYFP-lineage trace (Lats1/2^f/f^; lsl-EYFP; Sox9CreERT2). Profiling of LSL-EYFP; Sox9CreERT2 control mice showed high fidelity of the Cre for Sox9^+^ cells (Supplementary Fig. 2c). LATS1/2 deletion in Sox9^+^ cells lead to the rapid expansion of cells within the mammary duct, recapitulating the phenotype observed with K8CreERT2-driven deletion (Fig. 2b). We observed this phenotype in every animal examined with a Lats1/2^f/f^; Sox9CreERT2 genotype at time points from 4 to 13 days after the last Tamoxifen dose (*n* = 14 mice) with no phenotypes being observed in control mice. Like our LATS1/2-floxed; K8CreERT2 model, we observed lineage traced K8^+^K14^+^ cells that lacked the expression of K5 expanding within the mammary ducts of Lats1/2^f/f^; lsl-EYFP; Sox9CreERT2 mice (Fig. 2c, d and Supplementary Fig. 2d). These K8^+^K14^+^ cells also displayed high levels of Sox9 (Fig. 2e). Organoid experiments performed with Lats1/2^f/f^; Sox9CreERT2 mice showed similar phenotypes to those induced by K8CreERT2, including increases in size (Fig. 2f and Supplementary Fig. 2e, f), decreases in luminal genes, and increases in basal genes (Fig. 2g). Altogether, these results indicated that Sox9^+^ luminal cells can serve as cells of origin for basal-like carcinomas driven by LATS1/2 deletion, reinforcing the implication of this lineage as an origin for basal-like breast cancers.

**Fig. 2:**
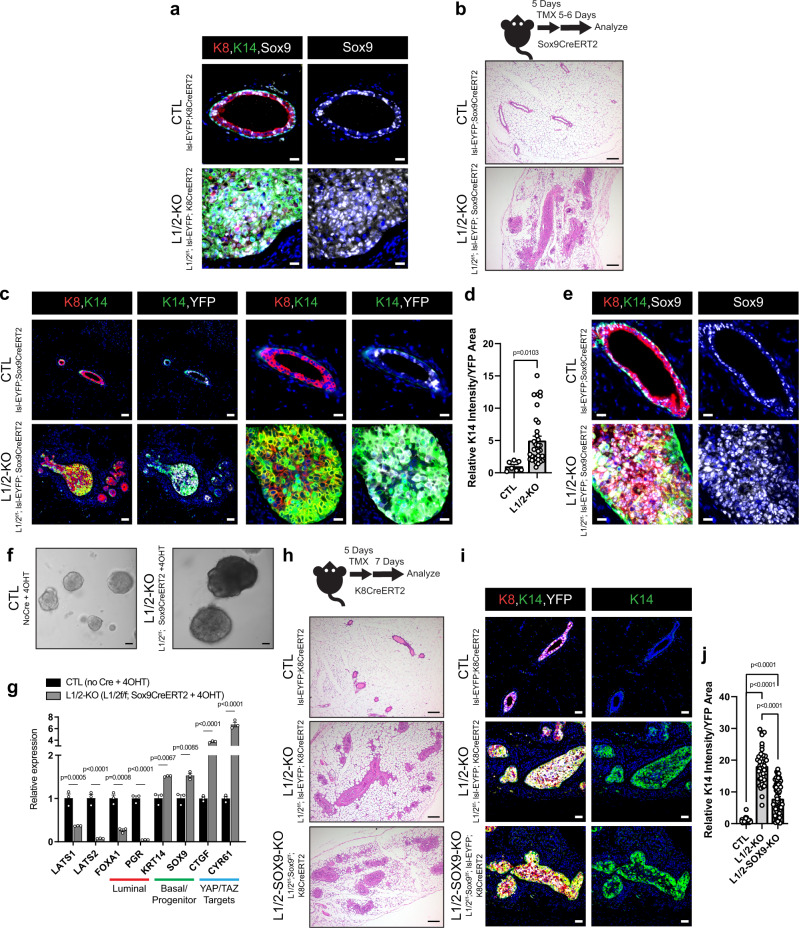
Sox9 expressing luminal cells serve as cells of origin for LATS1/2-null carcinomas. **a** IF staining of K8, K14, and Sox9 in control and Lats1/2^f/f^;K8CreERT2 tamoxifen-treated mammary ducts (Scale bar, 20 µM). **b** Diagram of Lats1/2^f/f^;Sox9CreERT2 model used to target Sox9+ mammary epithelial cells and H&E staining of control and Lats1/2-deleted mammary glands (*n* = 2 for CTL) (Scale bar, 200 µM). **c** IF of K8, K14, and YFP in control and Lats1/2^f/f^;lsl-EYFP;Sox9CreERT2 tamoxifen-treated mammary ducts. (Scale bar left two columns, 50 µM, Scale bar right two columns, 20 µM) (*n* = 2 for CTL). **d** Quantification of K14 intensity/YFP area in lsl-EYFP;Sox9CreERT2 (CTL) and Lats1/2^f/f^;lsl-EYFP;Sox9CreERT2 (L1/2-KO) mice (*n* = 7 images from 2 CTL mice, *n* = 34 images from 9 L1/2-KO mice. Unpaired two-tailed *t*-test, Data are shown as mean ± SEM). **e** IF of K8, K14, and Sox9 in control and Lats1/2^f/f^;lsl-EYFP;Sox9CreERT2 tamoxifen-treated mammary ducts (Scale bar, 20 µM) (*n* = 2 for CTL). **f** Morphology of organoids isolated from control and Lats1/2^f/f^; Sox9CreERT2 mice and treated with 4OHT (Scale bar, 50 µM). **g** Expression of selected luminal, basal, and YAP/TAZ-induced markers in control and Lats1/2^f/f^;lsl-EYFP;Sox9CreERT2 organoids treated with 4OHT (*n* = 3. Unpaired two-tailed *t*-tests. Data are shown as mean ± SEM). **h** Diagram of conditions used to co-delete LATS1/2 and Sox9 in Krt8+ luminal mammary epithelial cells along with H&E staining of control, Lats1/2^f/f^;K8CreERT2, and Lats1/2^f/f^;Sox9^f/f^;K8CreERT2 mammary glands (Scale bar, 200 µM). **i** IF of K8, K14, and YFP in control, Lats1/2^f/f^;lsl-EYFP;K8CreERT2, and Lats1/2^f/f^;Sox9 ^f/f^;lsl-EYFP;K8CreERT2 mammary ducts treated with tamoxifen (Scale bar, 50 µM). **j** Quantification of K14 intensity/YFP area in mammary ducts of lsl-EYFP;K8CreERT2 (CTL), Lats1/2^f/f^;lsl-EYFP;K8CreERT2 (L1/2-KO), and Lats1/2^f/f^;Sox9^f/f^;lsl-EYFP;K8CreERT2 (L1/2-SOX9-KO) mice (*n* = 45 images from 5 CTL mice, *n* = 40 images from 3 L1/2-KO mice, and *n* = 61 images from 4 L1/2-SOX9-KO mice. One-way ANOVA with Fisher’s least significant difference multiple comparisons test. Data are shown as mean ± SEM). Source data are provided as a source data file.

Sox9 has been proposed to not only mark cells of origin for basal-like breast cancers but also contribute functionally to basal-like cancer progression and mammary stem and progenitor phenotypes^7,36,38,39^. To explore the functional role of Sox9 in basal-like mammary carcinomas driven by the loss of LATS1/2, we introduced Sox9-floxed alleles^40^ in our Lats1/2^f/f^; lsl-EYFP; K8CreERT2 mouse model (Lats1/2^f/f^; Sox9^f/f^; lsl-EYFP; K8CreERT2). Concomitant deletion of LATS1/2 and Sox9 in this model did not reverse the expansion of cells within the mammary ducts (Fig. 2h), as we still observed overgrowth in Lats1/2^f/f^; Sox9^f/f^; K8CreERT2 mice (*n* = 12) collected 6–7 days after Tamoxifen treatment. Cells expanding within the mammary ducts lacking Sox9 maintained the ability to adopt a K8^+^K14^+^ state (Fig. 2i and Supplementary Fig. 2g). However, quantitation of K14 intensity in lineage-traced cells indicated reduced K14 levels in Lats1/2^f/f^; Sox9^f/f^; K8CreERT2 mice relative to Lats1/2^f/f^; K8CreERT2 mice, suggesting that Sox9 contributes to the observed basal-like state observed histologically following LATS1/2 deletion (Fig. 2j).

### Mammary carcinomas driven by LATS1/2 loss are dependent on YAP and TAZ

YAP and TAZ are primary mediators of Hippo pathway signaling that transduce signals controlled by LATS1/2 in many other contexts^23^. To determine whether YAP/TAZ are necessary to produce luminal-basal plasticity and carcinogenesis driven by LATS1/2 deletion, we profiled YAP/TAZ levels in Lats1/2^f/f^; lsl-EYFP; K8CreERT2 mice. K8^+^K14^+^ cells in the mammary carcinomas in these mice showed increased nuclear YAP/TAZ levels relative to control K8+ cells (Fig. 3a). Similar elevated nuclear YAP/TAZ was observed in Lats1/2^f/f^; lsl-EYFP; Sox9CreERT2 mammary carcinomas (Supplementary Fig. 3a). To test the necessity of YAP/TAZ in LATS1/2-deleted tumor development, we introduced *Yap*-floxed and *Taz/Wwtr1*-floxed alleles^41^ in our Lats1/2^f/f^; lsl-EYFP; K8CreERT2 model (Lats1/2^f/f^; YAP^f/f^; TAZ^f/f^; lsl-EYFP; K8CreERT2), allowing us to conditionally co-delete YAP and TAZ together with LATS1 and LATS2. Strikingly, every Lats1/2^f/f^; YAP^f/f^; TAZ^f/f^; lsl-EYFP; K8CreERT2 mouse examined (*n* = 11) showed near-complete ablation of carcinoma development within the mammary ducts (Fig. 3b). Additionally, profiling of these mice for luminal and basal markers revealed a reversal of K14 expression in K8^+^ lineage-traced cells (Fig. 3c, d). Analysis of these mice confirmed the deletion of YAP and TAZ in lineage-traced cells (Supplementary Fig. 3b and c). Furthermore, ex vivo organoid experiments performed with cells from these mice demonstrated that concomitant YAP/TAZ and LATS1/2 co-deletion also rescued phenotypes of aberrant organoid size and expression of mammary luminal and basal genes altered upon LATS1/2 deletion (Fig. 3e, f and Supplementary Fig. 3d, e). Together, these results demonstrated that YAP and TAZ are necessary to drive the proliferation and luminal-basal plasticity induced by LATS1/2 deletion in the luminal mammary epithelium.

**Fig. 3:**
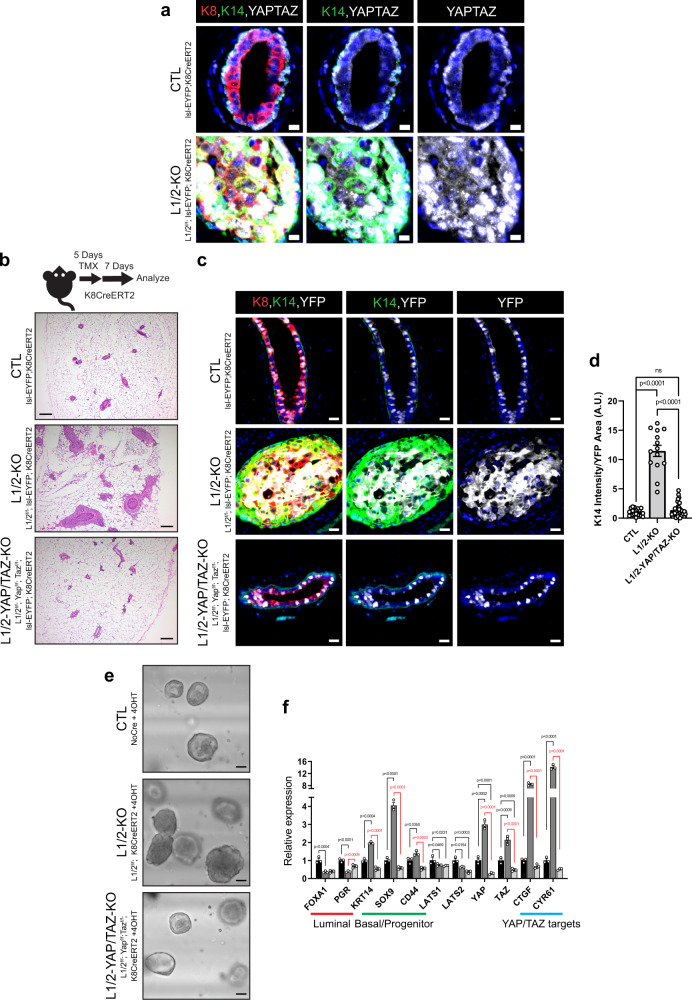
Mammary carcinomas driven by LATS1/2 loss are dependent on YAP and TAZ. **a** IF of K8, K14, and YAP/TAZ in control and Lats1/2^f/f^;lsl-EYFP;K8CreERT2 mammary ducts (Scale bar, 10 µM). **b** Diagram of conditions used to co-delete LATS1/2, YAP, and TAZ in K8^+^ luminal mammary epithelial cells and H&E staining of control, Lats1/2^f/f^;K8CreERT2, and Lats1/2^f/f^;Yap^f/f^;Taz^f/f^;lsl-EYFP;K8CreERT2 mammary glands treated with tamoxifen (Scale bar, 200 µM). **c** IF of K8, K14, and YFP in control, Lats1/2^f/f^;lsl-EYFP;K8CreERT2, and Lats1/2^f/f^;Yap^f/f^;Taz^f/f^;lsl-EYFP;K8CreERT2 mammary ducts (Scale bar, 20 µM). **d** Quantification of K14 intensity/YFP area in mammary ducts of lsl-EYFP;K8CreERT2 (CTL), Lats1/2^f/f^;lsl-EYFP;K8CreERT2 (L1/2-KO), and Lats1/2^f/f^;Yap^f/f^;Taz^f/f^;lsl-EYFP;K8CreERT2 (L1/2-YAP/TAZ-KO) mice (*n* = 20 images from 3 CTL mice, *n* = 14 images from 3 L1/2-KO mice, *n* = 37 images from 6 L1/2-YAP/TAZ-KO mice. One-way ANOVA with Fisher’s least significant difference multiple comparisons test. Data are shown as mean ± SEM). **e** Morphology of organoids cultured from control, Lats1/2^f/f^;K8CreERT2, and Lats1/2^f/f^;Yap^f/f^;Taz^f/f^;K8CreERT2 mice treated with 4OHT (Scale bar, 65 µM). **f** Expression of selected luminal, basal/stem-cell, and YAP/TAZ-induced markers in organoids cultured from control, Lats1/2^f/f^;K8CreERT2, and Lats1/2^f/f^;Yap^f/f^;Taz^f/f^;K8CreERT2 mice treated with 4OHT (*n* = 3. One-way ANOVA with Fisher’s least significant difference multiple comparisons test. Data are shown as mean ± SEM). Source data are provided as a source data file.

### Luminal LATS1/2 loss promotes a basal-like transcriptional program phenocopying human basal-like breast cancer

As YAP/TAZ and Sox9 are transcriptional regulators, we hypothesized that the luminal-basal plasticity driven by LATS1/2 deletion is mediated through the control of gene expression. 

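EYFP+ mammary cells were sorted from mice of 3 genotypes, each carrying the tamoxifen-inducible K8CreERT2 driver and the lsl-EYFP reporter. Cre activity in K8+ luminal cells removes the floxed exons of a targeted gene and switches on EYFP, so EYFP marks the recombined cells and their progeny. Control mice had no floxed gene, the second genotype had floxed Lats1 and Lats2, and the third had floxed Sox9 in addition. Each genotype gave 3 libraries, which are named by their labels as control, LATS1/2-KO and LATS1/2-Sox9-KO. The mice received 5 daily doses of 2 mg of tamoxifen. The sample labels place the sort 7 days after the last dose, and the Methods give endpoints from 1 to 10 days for the deletion models. The authors aligned the reads to mm10 (GRCm38) with STAR and used featureCounts to count uniquely aligned proper pairs on Ensembl genes. The deposited values are these counts for each gene and library, without normalization. Total counts per library ranged from 44167762 to 47003587 in the control libraries (median 46719296), from 50508666 to 61745346 in those labelled LATS1/2-KO (median 57331239) and from 55503365 to 61967651 in those labelled LATS1/2-Sox9-KO (median 59696754). From these counts, library sizes were normalized by the TMM method of edgeR, and the 19357 genes that passed edgeR's filter on low counts were fitted in 1 model of all 9 libraries. A normalized count is a count scaled to the mean effective library size. Genes were called at an absolute log2 fold change above 1 and an adjusted p of at most 0.05, the thresholds of the Methods. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so the p-values come from edgeR's model, which shares information on the spread across genes. A count of 3 was taken as the smallest that can be told from 0, which covers counting error only.

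The targeted genes were examined first in every library. Lats1 (ENSMUSG00000040021) lies on chromosome 10 of GRCm38 from 7681214 to 7716460. Its normalized count was 5847 ± 152 (SD, n = 3) in control libraries, 2116 ± 207 (SD, n = 3) in those labelled LATS1/2-KO and 1870 ± 176 (SD, n = 3) in those labelled LATS1/2-Sox9-KO. The log2 fold change between the libraries labelled LATS1/2-KO and control was -1.47 (standard error 0.11, adjusted p = 7.07e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lats2 (ENSMUSG00000021959), on chromosome 14 from 57689662 to 57758388, did not follow the labels. Its normalized count was 1041 ± 177 (SD, n = 3), 1471 ± 236 (SD, n = 3) and 1592 ± 359 (SD, n = 3) in the same order, and its log2 fold change between the libraries labelled LATS1/2-KO and control was 0.50 (standard error 0.20, adjusted p = 0.0571 from the same edgeR test). Across 15 alternative fits, this log2 fold change stayed between 0.38 and 0.70 and passed an adjusted p of 0.05 in 5 of them. Between the libraries labelled LATS1/2-Sox9-KO and control, Lats2 was higher (log2 fold change 0.61, standard error 0.20, adjusted p = 0.0240 from the edgeR test), with every library of the former above every control library. In 3 of the 15 alternative fits of that comparison it no longer passed an adjusted p of 0.05. Sox9 (ENSMUSG00000000567), on chromosome 11 from 112782224 to 112787760, had 21598 ± 1683 (SD, n = 3), 9715 ± 2620 (SD, n = 3) and 7343 ± 1281 (SD, n = 3) normalized counts. It was lower by this measure in the libraries labelled LATS1/2-KO than in control (log2 fold change -1.15, standard error 0.19, adjusted p = 0.000682 from the edgeR test), although Sox9 is not floxed in that genotype. By staining, the paper reports widespread Sox9 protein in carcinomas of that genotype (Fig. 2a). The counts measure RNA, and protein was not measured here. Gene-level counts sum the reads of all exons and do not separate transcripts that lost the floxed exons. The Reporting Summary states that the sorts were checked through the expected genetic alterations in the sequencing data, and the reads were not analysed here. Because Lats2 does not fall with the deletion, the deletion groups are called libraries labelled LATS1/2-KO and LATS1/2-Sox9-KO.

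**Figure D1:**
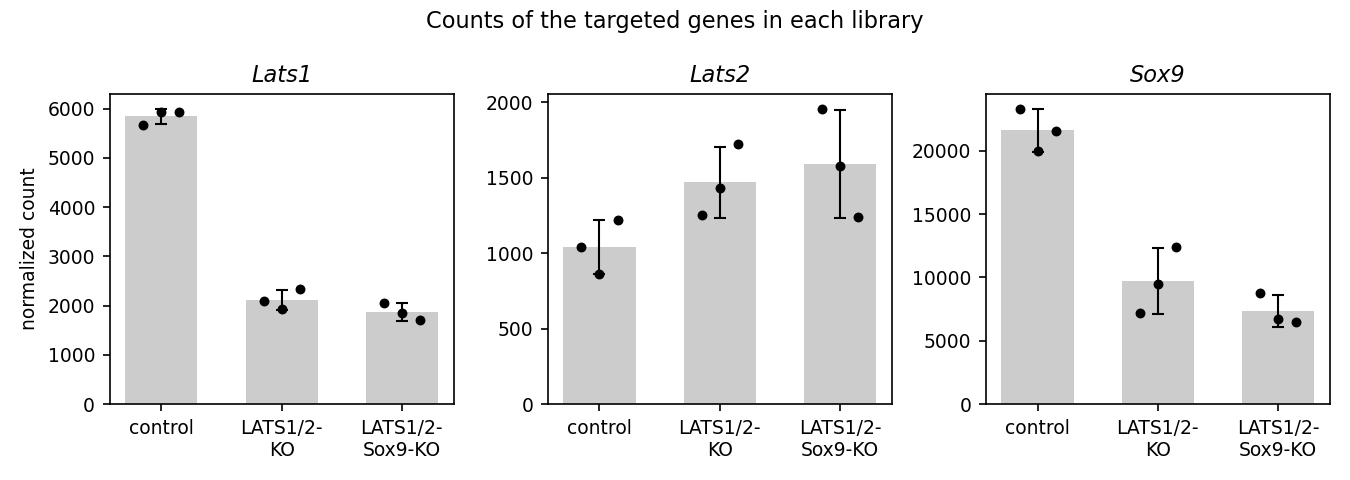
Normalized counts (vertical axes, linear scale from 0) of Lats1, Lats2 and Sox9 in the 3 groups of libraries on the horizontal axes. Points are single libraries, bars are means and error bars are SD (n = 3). For Lats1, every control library lies above every library of both deletion groups, whereas Lats2 is not lower in either deletion group and the Sox9 counts of the 2 deletion groups overlap.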

To assess the transcriptional signatures of LATS1/2-deleted cells, we sorted EYFP+ cells from Lats1/2^f/f^; lsl-EYFP; K8CreERT2 and control lsl-EYFP; K8CreERT2 mammary glands and profiled them using RNA-sequencing. 

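Of the 19357 genes tested, 3314 were higher and 3391 lower in the libraries labelled LATS1/2-KO than in control. When the fold change of 2 was tested itself (edgeR's glmTreat) rather than applied to the estimate, 1962 genes were higher and 2043 lower, the largest shift among the alternatives. Fig. 4a, a heatmap of the same comparison, labels 7 basal and 8 luminal genes. All 7 basal genes (Ncam1, Zeb1, Sparc, Tagln, Krt14, Myl9 and Krt17) were higher, with log2 fold changes from 1.12 to 8.04. All 8 luminal genes (Cited1, Esr1, Pgr, Prlr, Prom1, Gata3, Foxa1 and Lalba) were lower, with log2 fold changes from -7.89 to -2.39. Each of the 15 passed both thresholds whether adjusted over all tested genes or over its list alone. The legend of Fig. 4a gives a 2-fold change and an FDR under 0.05 as cutoffs in these same libraries. The labelled genes were therefore drawn from genes already called, so that their passing here is not separate evidence. Krt14 (ENSMUSG00000045545), a basal keratin on chromosome 11 of GRCm38 from 100203162 to 100207548, rose from 672 ± 212 (SD, n = 3) normalized counts in control to 177575 ± 65294 (SD, n = 3). Its log2 fold change was 8.04 (standard error 0.52, adjusted p = 3.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 7.71 and 8.54 in 15 alternative fits. Krt17, on the same chromosome from 100256217 to 100261029, rose from 310 ± 122 (SD, n = 3) to 4950 ± 1093 (SD, n = 3), a log2 fold change of 3.99 (standard error 0.29, adjusted p = 4.86e-06). The smallest rise among the basal genes was that of Myl9, at 1.12 (standard error 0.29, adjusted p = 0.00832 from the edgeR test), which fell short of a 2-fold change without replicate 2 of the libraries labelled LATS1/2-KO (log2 fold change 0.83). Among the luminal genes, Gata3 fell from 13026 ± 522 (SD, n = 3) to 2478 ± 819 (SD, n = 3), a log2 fold change of -2.39 (standard error 0.23, adjusted p = 2.24e-05). Foxa1 fell from 21672 ± 3061 (SD, n = 3) to 1839 ± 871 (SD, n = 3), a log2 fold change of -3.56 (standard error 0.39, adjusted p = 4.78e-05). Lalba rests on few counts, with a mean of 1.88 normalized counts in the libraries labelled LATS1/2-KO.

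Other keratins and vimentin gave a mixed picture. Krt8 and Krt18, the luminal keratins, were higher by 0.58 (standard error 0.12, adjusted p = 0.00186 from edgeR's quasi-likelihood test) and 0.71 (standard error 0.11, adjusted p = 0.000337) on the log2 scale. Krt5, a basal keratin, did not differ, with 466 ± 104 (SD, n = 3) normalized counts in control and 486 ± 249 (SD, n = 3) in the libraries labelled LATS1/2-KO (log2 fold change 0.06, adjusted p = 0.935 from the edgeR test), and its direction changed between alternative fits. Vim rose from 574 ± 195 (SD, n = 3) to 41712 ± 8763 (SD, n = 3). The largest increases without overlap between the libraries, among genes with a mean of at least 100 normalized counts in the higher group, were those of Igfbp2, Wnt7a, Msln, Casp14 and Sox11. Igfbp2 had at most 7 counts in any control library and a log2 fold change of 14.79 (standard error 0.56, adjusted p = 1.83e-07). Msln had at most 4 counts in any control library and a log2 fold change of 14.75 (standard error 0.50). That value ranged from 14.20 to 18.53 with 1 library left out. Wnt7a and Casp14 had 0 counts and Sox11 at most 1 count in the control libraries, so that against a floor of 3 counts they were at least 985-fold, 693-fold and 1113-fold higher. The largest decreases were those of Aoc1, Amtn, Spock1, Klk1 and Ceacam10, which had 0 counts in every library labelled LATS1/2-KO. Against the same floor, they were at least 362-fold, 163-fold, 114-fold, 98.3-fold and 97.5-fold lower. Aoc1, Klk1 and Spock1 varied widely in control, from 24.4 to 2856, from 11.6 to 743 and from 52.3 to 556 normalized counts. With 1 library left out, their fitted log2 fold changes ranged from -13.56 to -9.24, from -11.67 to -8.21 and from -11.84 to -10.63. The bounds for Aoc1 and Klk1 rest mainly on control replicate 3. The libraries carry the labels of the deletion although Lats2 counts do not fall in them.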

Analysis of differentially expressed genes revealed a striking upregulation of basal-associated genes in LATS1/2-null cells, and a downregulation of many luminal-associated genes (Fig. 4a and Supplementary Data 1). Gene set enrichment analysis (GSEA) revealed negative enrichment for processes of mammary development and differentiation, and positive enrichment for cell cycle processes, replicative processes, and epithelial-mesenchymal transition, among others (Fig. 4b, Supplementary Fig. 4a and Supplementary Data 2). 

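The collections of gene sets used for Fig. 4b were not used here. Lists of genes for the same kinds of process stand in for them, and each was tested by preranked enrichment (fgsea) on the signed square root of edgeR's quasi-likelihood F, with Benjamini-Hochberg adjustment over the 31 lists tested. The normalized enrichment score (NES) is positive where a list is higher in the libraries labelled LATS1/2-KO than in control. For 44 genes of DNA replication, the NES was 2.65 (adjusted p = 3.41e-12), with 41 genes higher and a median log2 fold change of 1.53. For 47 genes of mitosis and its checkpoint, it was 2.98 (adjusted p = 5.96e-20), with 46 genes higher and a median log2 fold change of 3.49. A list of 45 genes of ribosome biogenesis, many of them MYC targets, had an NES of 2.28 (adjusted p = 5.70e-07), and its median log2 fold change was 0.69. Of 51 mesenchymal genes of epithelial-mesenchymal transition, 48 were higher, with a median log2 fold change of 2.68 and an NES of 2.56 (adjusted p = 4.38e-11). Mammary gland development was represented by 42 tested genes, of which 32 were lower. Its median log2 fold change was -1.61 and its NES -2.27 (adjusted p = 3.16e-06). The alternative that moved these results most was limma's camera with the inter-gene correlation estimated from the 9 libraries. Under it the mesenchymal list passed the threshold, with an adjusted p of at most 0.00800 over all its alternatives, while the lists of DNA replication (adjusted p = 0.20), mitosis (adjusted p = 0.100), ribosome biogenesis (adjusted p = 0.242) and mammary gland development (adjusted p = 0.162) did not. Genes of one list are not independent, and n = 3 libraries per group limits how well their correlation can be estimated.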

We further compared our LATS1/2-deleted gene expression signature to previously identified transcriptomic signatures of normal mouse mammary luminal, luminal progenitor, and basal cells^42^. Gene set variation analysis (GSVA) revealed a positive enrichment for the signature of basal cells, and negative enrichment for that of luminal cells (Fig. 4c and Supplementary Fig. 4b). 

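The signatures of sorted normal mammary cells behind Fig. 4c were not used here, and lists of marker genes took their place. For 27 tested basal and myoepithelial markers, 20 were higher in the libraries labelled LATS1/2-KO, with a median log2 fold change of 1.12 and an NES of 1.79 (adjusted p = 0.00674, fgsea on edgeR's statistics). Within this list, 7 genes were lower, 5 of them past an adjusted p of 0.05. The 8 contractile genes that mark myoepithelial cells were not enriched as a group (NES 1.04, adjusted p = 0.484 from fgsea on edgeR's statistics). For the 20 mature luminal markers, 16 were lower, with a median log2 fold change of -3.53 and an NES of -1.89 (adjusted p = 0.00386). For the 20 luminal progenitor markers, 12 were lower and 8 higher, with a median log2 fold change of -0.64 and an NES of -1.81 (adjusted p = 0.00917). The mature luminal and luminal progenitor lists no longer passed the threshold when camera estimated the inter-gene correlation from edgeR's input (adjusted p = 0.20 and 0.642), whereas the basal list passed it in every alternative, with an adjusted p of at most 0.0334. The paper states in part of the heading of this section that luminal LATS1/2 loss promotes a basal-like transcriptional program.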

To test the similarity of our LATS-null signature to that of tumors derived from the inactivation of another breast tumor suppressor, Brca1, we derived upregulated and downregulated signatures for the *Brca1f/f; p53f/+; Blg-Cre* model of mouse basal-like breast cancer using data from a previous study^8^. GSEA with our LATS-null ranklist displayed a strong enrichment for upregulated genes in the *Brca1f/f; p53f/+; Blg-Cre* model, suggesting a correlation between LATS1/2 inactivation and basal-like carcinomas driven by the Brca1 mutation (Supplementary Fig. 4c).

**Fig. 4:**
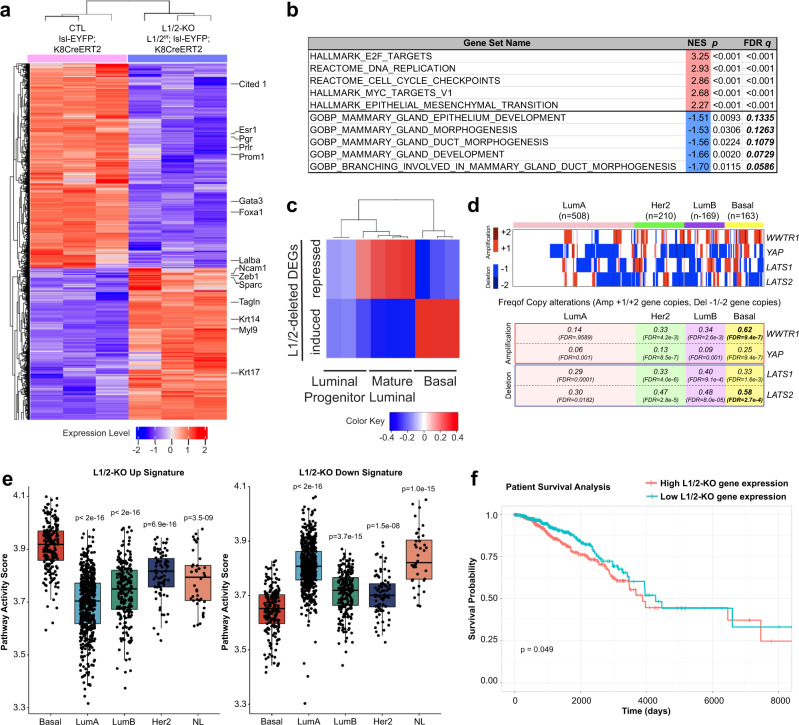
Luminal LATS1/2 loss promotes a basal-like transcriptional program phenocopying human basal-like breast cancer. **a** Heatmap of gene expression changes in EYFP+ mammary cells sorted from Lats1/2^f/f^;lsl-EYFP;K8CreERT2 mice compared to lsl-EYFP;K8CreERT2 control mice as analyzed by RNA-sequencing (*n* = 3 per condition, 2-fold change and FDR < 0.05 cutoff). **b** Selected GSEA-generated genesets enriched in the upregulated (red) and downregulated (blue) signatures of LATS1/2-null cells compared to control. **c** GSVA analysis comparing the upregulated and downregulated signatures of LATS1/2-null cells to those of normal mammary luminal mature, luminal progenitor, and basal cells (GSE63310). **d** Analysis of copy number alterations of Hippo pathway-related factors in human breast cancers. Heatmap representing one or two allele deletions or amplifications are shown on top and the frequency of these alterations in the different breast cancer subtypes are shown at the bottom. **e** Activity levels of the LATS-up/downregulated genes in TCGA-BRCA samples across the Basal, HER2+, Luminal A, Luminal B, and Normal-like (NL) subtypes (*n* = 189(Basal), 564(LumA), 215(LumB), 82(Her2), 40(NL). Two-sided *t*-test. *p*-values represent comparisons to the Basal group. No adjustment for multiple comparisons. Each box plot draws the center line at the median value, the upper and lower box boundaries at the first and third quartiles (25th and 75th percentiles), and the whiskers at ±1.5 × the interquartile range). **f** Breast cancer patients with survival information (*n* = 1102) were divided into two groups based on high and low gene expression following LATS1/2 deletion based on the median LATS1/2 gene expression scores (*n* = 551 per group), and these gene expression signatures were compared for their overall survival outcomes. The statistical significance of survival difference between groups was determined using a log-rank test.

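Supplementary Fig. 4d names 18 target genes of YAP and TAZ, the coactivators that LATS1/2 kinases restrain, and 17 of them passed the filter on low counts. All 17 were higher in the libraries labelled LATS1/2-KO than in control and past both thresholds, with log2 fold changes from 1.45 to 9.70 and a median of 3.17. The median over all tested genes was 0.04. Foxf2, the remaining gene, had 0 normalized counts in every control library and at most 10.0 in a library labelled LATS1/2-KO, too few to test. Ankrd1 (ENSMUSG00000024803), on chromosome 19 of GRCm38 from 36111961 to 36120099, rose from 24.1 ± 5.36 (SD, n = 3) to 20134 ± 7401 (SD, n = 3) normalized counts. Its log2 fold change of 9.70 was the largest of the list (standard error 0.35, adjusted p = 1.48e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccn2, on chromosome 10 from 24595442 to 24598683, rose from 1137 ± 230 (SD, n = 3) to 146270 ± 68987 (SD, n = 3), a log2 fold change of 7.01 (standard error 0.42, adjusted p = 2.22e-06). The smallest rise was that of Ccn1, on chromosome 3 from 145646976 to 145649981, from 45454 ± 7610 (SD, n = 3) to 124265 ± 24595 (SD, n = 3), a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.00119 from the edgeR test). As a group, the 17 genes had an NES of 2.31 (adjusted p = 5.99e-07, fgsea on edgeR's statistics). The legend calls them selected targets, shown for these same libraries, and gives no rule of selection. If they were picked for their rise, their shared direction and this p-value carry no further information. The counts of the coactivators themselves moved less. Yap1 was lower by a log2 fold change of -0.65 (standard error 0.14, adjusted p = 0.00339 from the edgeR test), and Wwtr1, which encodes TAZ, was higher by 0.43 (standard error 0.14, adjusted p = 0.0211). The rise of Wwtr1 depended on the fit and was 0.08 when counts were adjusted for the GC content of genes, an adjustment chosen after the data were seen.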

In accordance with our finding that YAP/TAZ are necessary to promote tumorigenesis in our Lats1/2^f/f^; K8CreERT2 model, we observed increased expression of many cancer-defined YAP/TAZ targets^43^ in LATS1/2-null cells (Supplementary Fig. 4d). We furthermore took a set of previously identified direct transcriptional targets of YAP/TAZ^44^ and performed GSVA to normal mouse mammary luminal, luminal progenitor, and basal cells as described prior. This revealed a strong enrichment for YAP/TAZ direct targets in the normal mouse mammary basal cell signature (Supplementary Fig. 4e). Additionally, GSEA comparing our LATS1/2-deleted signature to this signature of direct YAP/TAZ targets^44^ revealed a significant enrichment of genes upregulated with LATS1/2 deletion in YAP/TAZ target genes (Supplementary Fig. 4f). We also performed GSEA analysis using a previously identified gene set for direct Sox9 transcriptional targets^45^, which displayed a significant but less striking enrichment (Supplementary Fig. 4g). 

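Supplementary Data 3 lists 158 leading-edge genes for the direct targets of YAP/TAZ and 46 for those of Sox9. The lists share 5 genes, which leaves 153 found only in the first and 41 found only in the second. All 157 tested genes of the YAP/TAZ list were higher in the libraries labelled LATS1/2-KO than in control, with log2 fold changes from 0.50 to 12.26 and a median of 1.40, and 107 of them passed both thresholds. All 46 genes of the Sox9 list were higher too, from 0.81 to 10.36 with a median of 3.33, and 44 passed both thresholds. The lists include genes with 0 counts in every control library, such as Arsj and Gpr37. The upper ends of both ranges are therefore fitted values that do not fix the size of the rise. Leading-edge genes are by definition those that move with the enrichment in these same libraries, so their shared direction carries no further information. The complete target sets from which the lists were drawn were not used here.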

Leading edge analysis of these GSEA plots showed a divergence in YAP/TAZ and Sox9 targets (Supplementary Fig. 4h and Supplementary Data 3), suggesting that these factors promote separate gene expression programs downstream of LATS1/2 deletion. Lastly, we performed binding analysis for regulation of transcription (BART)^46^ using the 500 most upregulated and downregulated genes in our LATS1/2-deleted signature. Among the most enriched motifs in this analysis were YAP1 and several TEAD transcription factors, a family of transcription factors that are regulated by and associated with YAP/TAZ (Supplementary Data 4).

To better assess the relationship between Sox9 and the phenotypes observed following LATS1/2-deletion, we compared gene expression signatures from our LATS1/2 deletion model to those from a previous study that compared gene expression of mammary epithelial cells with high Sox9 levels (Sox9hi) and low Sox9 levels (Sox9lo) in the C3(1)-Tag basal-like breast cancer mouse model^7^. Our analysis revealed a correlation between upregulated genes in LATS1/2-deleted cells and upregulated genes in Sox9hi cells when projected onto TCGA human breast cancers using single-sample GSEA (Supplementary Fig. 4i). We also performed a similar analysis comparing Sox9 gene expression levels with the activity of genes upregulated by LATS1/2 deletion in human breast cancers, finding a strong correlation in the basal-like subtype (Supplementary Fig. 4j). These analyses together point to a transcriptional association between Sox9 levels and genes upregulated with LATS1/2 deletion in human basal-like breast cancers. 

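Between the libraries labelled LATS1/2-Sox9-KO and those labelled LATS1/2-KO, 301 genes were higher and 418 lower at the thresholds used for the control comparison. The counts were sensitive to the fit, with 471 higher and 689 lower under DESeq2 and 18 higher and 14 lower when a fold change of 2 was tested with glmTreat. Sox9 itself, summed over its exons, differed little between the libraries labelled as carrying and lacking it (log2 fold change -0.40, standard error 0.19, adjusted p = 0.250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the groups overlapped. Directions below are therefore those between the labels. Gene lists were tested by fgsea as in the control comparison. Of the 35 tested collagen genes, 29 were lower in the libraries labelled LATS1/2-Sox9-KO, with a median log2 fold change of -0.61 and an NES of -2.38 (adjusted p = 1.02e-06). At the level of single genes, 7 collagens were lower at an adjusted p of 0.05 over all tested genes and 11 when adjusted over the list alone. The 25 integrin genes did not pass the threshold (NES -1.19, adjusted p = 0.312), with 13 lower and 12 higher. The 11 laminin genes did not pass it either (NES -1.19, adjusted p = 0.322). For 36 genes of neuron migration, the NES was -1.68 (adjusted p = 0.0170), with 20 lower and 16 higher, and the result was lost under camera with a fixed inter-gene correlation of 0.01 (adjusted p = 0.0852). The lowest list was that of 94 cilium genes, 78 of them lower (NES -2.60, adjusted p = 3.82e-12). In the other direction, all 30 interferon-response genes were higher, with a median log2 fold change of 1.80 and an NES of 3.06 (adjusted p = 3.94e-21). Higher lists also included the keratins (NES 2.23, adjusted p = 5.83e-05, 14 of 26 genes higher) and the mitochondrial ribosomal proteins (NES 2.43, adjusted p = 8.59e-09, 70 of 78 genes higher by a median log2 fold change of 0.18). When camera estimated the inter-gene correlation from edgeR's input, none of the lists that passed with fgsea and are named here did so (adjusted p from 0.275 for the collagens, keratins and interferon-response genes to 0.591 for neuron migration).

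The largest increases without overlap between the libraries were those of Nos2, Klra13-ps, Spink8, Serpinb9b and Ifit1bl1. Nos2, on chromosome 11 of GRCm38 from 78920787 to 78960254, rose from 109 ± 69.2 (SD, n = 3) to 3171 ± 2796 (SD, n = 3) normalized counts, a log2 fold change of 4.87 (standard error 0.73, adjusted p = 0.00809 from edgeR's quasi-likelihood test). Ifit1bl1, on chromosome 19 from 34592891 to 34601956, rose from 469 ± 71.8 (SD, n = 3) to 8131 ± 4395 (SD, n = 3), a log2 fold change of 4.11 (standard error 0.39, adjusted p = 0.00140). Klra13-ps is annotated as a pseudogene of a family of similar genes, Serpinb9b and Ifit1bl1 have close relatives too, and counting could have split or moved their reads. The largest decreases included those of Colgalt2, Slc35f3, Gpr37 and Ptn. Colgalt2, which encodes a collagen galactosyltransferase and lies on chromosome 1 from 152399830 to 152510695, fell from 389 ± 357 (SD, n = 3) to 6.80 ± 7.68 (SD, n = 3), a log2 fold change of -5.80 (standard error 0.88, adjusted p = 0.00822). Klra13-ps, Spink8, Slc35f3 and Ptn lost significance in some of the alternative fits.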

RNA-sequencing on EYFP+ mammary epithelial cells isolated from Lats1/2^f/f^; Sox9^f/f^; lsl-EYFP; K8CreERT2 mice compared with cells from Lats1/2^f/f^; lsl-EYFP; K8CreERT2 showed that deletion of Sox9 resulted in reduced expression of genes enriched for extracellular matrix (ECM) production, integrin–cell surface interactions, and neuron migration, among others, suggesting a role of Sox9 for driving these processes in the LATS1/2-null context (Supplementary Fig. 4k and Supplementary Data 2). However, Sox9 co-deletion showed no significant effects on the expression of many notable plasticity-associated luminal or basal genes compared to cells with LATS1/2 deletion alone (Supplementary Fig. 4j).

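The basal and luminal genes of Supplementary Fig. 4l were set against each other in the libraries labelled LATS1/2-KO and LATS1/2-Sox9-KO, whose Sox9 counts overlap. Of the 8 basal genes, Krt17 passed the thresholds. It rose further, to 33553 ± 2919 (SD, n = 3) normalized counts, a log2 fold change of 2.76 (standard error 0.27, adjusted p = 0.00147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in all 15 alternative fits. Krt14, at 235581 ± 116358 (SD, n = 3) normalized counts in the libraries labelled LATS1/2-Sox9-KO, did not differ (log2 fold change 0.41, standard error 0.38, adjusted p = 0.586 from the edgeR test). Sparc, Twist1, Twist2, Ncam1, Zeb2 and Zeb1 did not pass either, with log2 fold changes from -0.81 to 1.58. Of the 13 luminal genes, 12 were lower and 2 passed the thresholds. Lifr, on chromosome 15 of GRCm38 from 7090614 to 7197489, fell from 429 ± 122 (SD, n = 3) to 125 ± 43.3 (SD, n = 3), a log2 fold change of -1.77 (standard error 0.29, adjusted p = 0.0101). Pgr fell to 34.7 ± 16.3 (SD, n = 3), a log2 fold change of -3.43 (standard error 0.60, adjusted p = 0.0136 from the edgeR test), which became 0.0589 without replicate 2 of the libraries labelled LATS1/2-Sox9-KO. These 3 genes moved further from control, not back toward it. When the p-values were adjusted over each list alone, 1 basal gene was higher and 6 luminal genes lower. As a list, the luminal genes were lower (NES -2.10, adjusted p = 0.000101, fgsea on edgeR's statistics), and the basal genes did not pass the threshold (NES 1.46, adjusted p = 0.195). The luminal list no longer passed when camera estimated the inter-gene correlation (adjusted p = 0.471). The direction of Sparc, Zeb2, Gata3, Esr1 and Foxa1 changed between alternative fits, and none of these differences was past the threshold. Among the 7 basal genes of Fig. 4a, 4 were higher and 3 lower. Adjusted over that list alone, 1 was higher and 2 were lower, and over all tested genes 1 passed, higher. Tagln moved back toward control, with means of 730, 2096 and 1044 normalized counts in control, LATS1/2-KO and LATS1/2-Sox9-KO. Vim was lower without overlap but did not pass (log2 fold change -1.23, adjusted p = 0.179 from the edgeR test). From the lower expression of genes of the extracellular matrix, integrin interactions and neuron migration, the paper proposes a role of Sox9 in driving these processes in the LATS1/2-null context. It states that many luminal and basal genes associated with plasticity were not significantly affected by the Sox9 co-deletion. For the protein, the paper reports lower K14 staining intensity in lineage-traced cells after Sox9 co-deletion (Fig. 2j). From that staining it proposes that Sox9 contributes to the basal-like state. The Krt14 counts given here measure RNA, which did not differ.

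**Figure D2:**
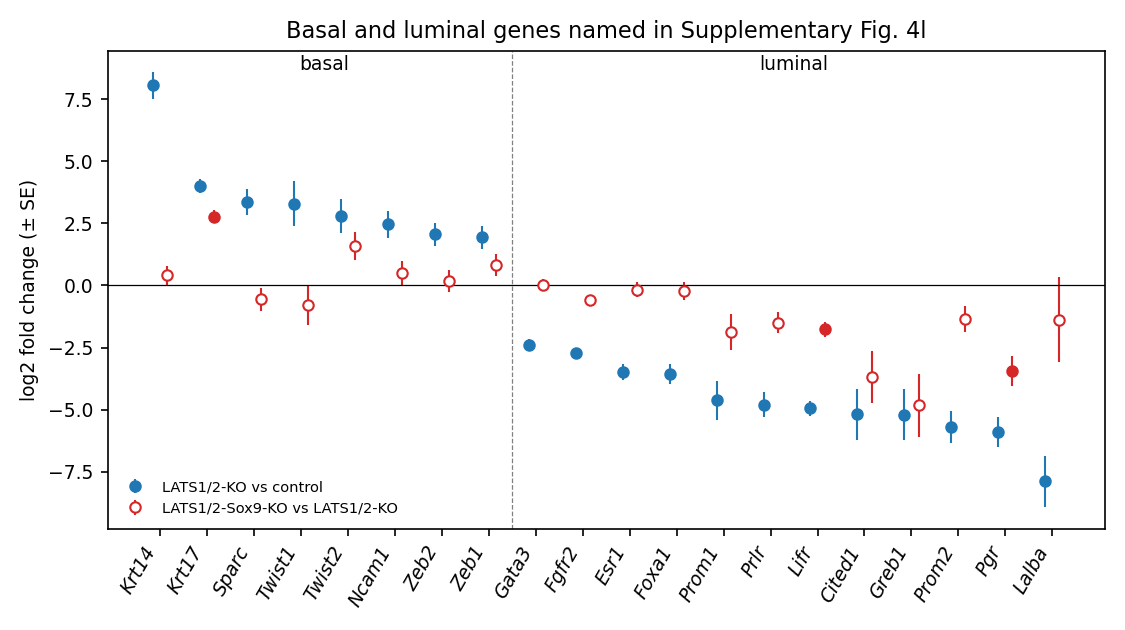
Log2 fold changes (vertical axis) of 8 basal genes and 12 of the 13 luminal genes of Supplementary Fig. 4l (horizontal axis), between libraries labelled LATS1/2-KO and control in blue and between libraries labelled LATS1/2-Sox9-KO and LATS1/2-KO in red. Error bars are standard errors, and points are filled at an edgeR adjusted p of at most 0.05 and open above it, so that all blue points are filled and, of the red points, those of Krt17, Lifr and Pgr are. The Lalba estimates rest on few counts.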

We next sought to relate our findings to human breast cancers. To assess the impact of LATS1/2 loss, we evaluated LATS1/2 copy-number alterations and LATS1/2-regulated gene signatures across the different breast cancer subtypes. Our analysis showed that loss of one or more alleles of *LATS1* or *LATS2* is widespread amongst human breast cancers, with the most notable loss in the basal subtype (Fig. 4d). This is consistent with prior reports of reduced expression of *LATS1* and *LATS2* in breast cancers^47^. Conversely, one or more alleles of *TAZ/WWTR1* are amplified across breast cancers, with the highest frequency in basal breast cancers (Fig. 4d). We extended our analysis to the genes we identified as being upregulated and downregulated in LATS1/2-deleted mammary cells, which showed differing enrichment across human breast cancer subtypes. Genes upregulated with LATS1/2 deletion were strongly enriched in the basal-like subtype relative to other subtypes, whereas the genes downregulated with LATS1/2 deletion were least enriched in the basal-like subtype (Fig. 4e). This suggests that loss of LATS1/2 activity contributes to the development of human basal-like breast carcinogenesis. Notably, we also found that human breast tumors with high activity of genes upregulated with LATS1/2 deletion in our model showed poorer survival over time, supporting the premise that LATS1/2 function as suppressors of aggressive traits in human breast cancers (Fig. 4f).

## Discussion

In this study, we examined the roles of the LATS1 and LATS2 kinases, which are central effectors of Hippo pathway signaling, in the regulation of adult mammary epithelial homeostasis in vivo. We demonstrated that deletion of LATS1/2 in mature mouse luminal cells leads to increased cell growth, luminal-basal plasticity, and initiation of basal-like mammary carcinomas dependent on the activity of the transcriptional regulators YAP and TAZ. Our study demonstrates that molecular signals mediated by these Hippo pathway effectors are required for the maintenance of luminal epithelial homeostasis and that their dysregulation drives breast cancer initiation in vivo, offering implications for treatment strategies against basal-like breast cancers, a cancer subtype with a very poor prognosis.

The cells of origin for luminal and basal subtypes of breast cancer are not fully defined, but studies suggest that basal-like cancers can arise from luminal epithelial cells^5–12^. Consistent with this premise, our observations indicate that LATS1/2 loss in K8+ luminal mammary epithelial cells is sufficient to drive basal-like tumorigenesis. Interestingly, we observed that Sox9+/ER− cells expand following LATS1/2 deletion, suggesting that loss of LATS1/2 drives the proliferation of Sox9+/ER− luminal progenitor-like cells and that these carcinomas may originate from a Sox9-expressing luminal population. Supporting this is our finding that targeted deletion of LATS1/2 in Sox9-expressing cells using a Sox9CreERT2 model resulted in basal-like tumor development like that observed using a K8CreERT2 model. However, these observations do not eliminate the possibility that LATS1/2 inactivation in ER+ luminal cells drives plasticity to a Sox9+ basal-like state as well, as the K8CreERT2 model we used efficiently targets both Sca1+ and Sca1− luminal mammary epithelial cells^48^, and we observe strong repression of *Esr1* and *Pgr* in lineage-traced cells isolated from Lats1/2^f/f^; lsl-EYFP; K8CreERT2 mammary carcinomas.

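The cells with these data were sorted 7 days after the last tamoxifen dose according to the sample labels. Esr1 (ENSMUSG00000019768), which encodes ERα, lies on chromosome 10 of GRCm38 from 4611593 to 5005614. It fell from 9731 ± 2549 (SD, n = 3) normalized counts in control to 862 ± 395 (SD, n = 3) in the libraries labelled LATS1/2-KO, a log2 fold change of -3.50 (standard error 0.33, adjusted p = 1.93e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across 15 alternative fits, the log2 fold change stayed between -3.93 and -3.28. Pgr (ENSMUSG00000031870), which encodes the progesterone receptor and lies on chromosome 9 from 8899833 to 8968611, fell from 22685 ± 6622 (SD, n = 3) to 379 ± 269 (SD, n = 3). Its log2 fold change was -5.91 (standard error 0.60, adjusted p = 2.99e-05 from the edgeR test), with a range from -6.56 to -5.49 in the alternative fits. For both genes, every library labelled LATS1/2-KO had a lower count than every control library.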

Prior studies have implicated LATS1/2 in the regulation of ER expression and stability, but several points arising from this prior work are worth noting in relation to our study. One recent study argues that reduced LATS1/2 activity leads to the repression of ER expression in luminal breast cancer cell lines^49^, a result that mirrors our observations. However, this study also reports that inhibition of LATS1/2 represses luminal breast cancer cell growth and tumorigenesis, which contrasts with the strong tumorigenic induction we observed in vivo following LATS1/2 deletion. This difference may relate to the potential intersection of LATS1/2 deletion with other oncogenic signals existing in those cancer cell lines, which may render them unable to attain a basal-like state. Another study examined LATS1/2 in MCF10A cells and human cells enriched for basal cell traits and concluded that the presence of LATS1/2 is required to maintain the basal mammary epithelial state^50^. Our observations in vivo and in vitro oppose these conclusions, as we observe that loss of LATS1/2 strongly promotes a basal mammary epithelial state at the phenotypic and gene expression level. However, our observations do not discount the possibility that LATS1/2 plays distinct roles in mammary basal myoepithelial cells. In agreement with our observations, another study deleted LATS1 in the PyMT luminal B breast cancer mouse model and showed that the developing tumors adopt basal-like traits, including loss of ER expression and acquisition of K14^51^. This study and ours provide evidence that the LATS kinases play tumor-suppressive roles in the mammary epithelium and suggest that loss of LATS activity contributes to human breast cancer development. As this study and ours both utilize mouse models, it raises the possibility that microenvironment cues in the mammary gland contribute to the phenotypes observed herein, and that these cues are missing in prior studies reliant on cell lines.

We found that LATS1/2 loss in the mature luminal mammary epithelium in vivo resulted in striking gene expression changes that align with transcriptional signatures observed in human basal-like breast cancers. Consistent with the aggressive traits associated with basal breast cancers, loss of LATS1/2 resulted in the development of metastatic tumors. Intraductal viral delivery of *Ad-K8-nlsCre* to Lats1/2-floxed mammary ducts, which offers localized targeting of luminal epithelial cells within the mammary ductal tree, leads to the development of tumors that show luminal-basal plasticity and features of an epithelial–mesenchymal transition. Our genetic experiments further demonstrated that YAP/TAZ are essential factors downstream of LATS1/2, as co-deletion of YAP/TAZ rescued the tumorigenic phenotypes arising from LATS1/2 deletion. Interestingly, prior work and ours have also suggested a correlation between Sox9 levels and the phenotypes observed in LATS1/2-deleted mammary epithelial cells. Previous ATAC-seq data from mouse basal-like mammary carcinoma cells with high Sox9 levels^7^ demonstrated open chromatin enriched for the TEAD transcription factor motif, suggesting potential activation of both YAP/TAZ and Sox9 signaling in these cells. Further, we found that gene expression signatures from basal-like breast carcinoma cells with high Sox9 levels correlate with those from LATS1/2-deleted luminal mammary epithelial cells. Co-deletion of Sox9 together with Lats1/2 did not overtly rescue the observed tumorigenic phenotype we observed with LATS1/2 deletion alone but did reduce the induction of K14 protein in the targeted luminal cells. However, the effects of Sox9 deletion in our model were modest when compared to YAP/TAZ deletion, indicating that YAP/TAZ are more central transcriptional effectors downstream of LATS1/2 deletion in the mammary epithelium.

Our study identifies YAP/TAZ as the primary signaling effectors downstream of LATS1/2 that drive luminal-basal plasticity in basal-like breast cancer, suggesting that abrogation of YAP/TAZ activity may be beneficial for the treatment of basal-like breast cancers. TAZ in particular has been highlighted by prior studies as a crucial factor that promotes breast cancer stem cell properties and oncogenesis, with notably elevated levels in late-stage human breast cancers^16^. Ectopic TAZ expression in luminal mammary epithelial cells has also been shown to drive basal features^15^, resulting in phenotypes that resemble those we have observed with LATS1/2 deletion. TAZ and YAP are key effectors of mechanotransduction^52^ and intersect with mechanically sensitive growth factor-induced signaling pathways^53,54^. Thus, an altered mammary microenvironment likely contributes to the dysregulation of LATS1/2 and YAP/TAZ activity in breast tumors. Opportunities to target YAP and/or TAZ activity pharmacologically have hinged primarily on disrupting the association of YAP/TAZ with the TEAD transcription factors or identifying and targeting upstream regulators or downstream targets of YAP/TAZ^23^. Further studies will be necessary to test how basal-like breast cancers may respond to such targeted therapies.

In summary, our results demonstrate that conditional loss of LATS1/2 in the mature mouse luminal mammary epithelium results in the development of mammary carcinomas with basal-like traits. These carcinomas develop in a YAP/TAZ-dependent manner and resemble human basal-like breast cancers. This study, therefore, offers insight and clarification into the functions of Hippo pathway signaling in the mammary epithelium and basal-like breast cancer initiation.

## Methods

### Mice

All animal experiments were conducted according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Boston University (Protocol # PROTO201800389). All mice used in this study are listed in Supplementary Table 1. Nulliparous mice were used for all experiments and were aged to adulthood (over 12 weeks) prior to all experiments. Mice were housed under conditions of 68–79 °F, 30–70% humidity, and 12 h light/dark cycles. The maximum tumor size permitted by Boston University is 20 mm in diameter, and no tumor was measured to exceed this size. For experiments with Tamoxifen treatment, all mice received 2 mg of Tamoxifen (Sigma, T5648) diluted in corn oil (Sigma, C8267) intraperitoneally on 5 consecutive days. Endpoints for Lats1/2^f/f^; lsl-EYFP; K8CreERT2, Lats1/2^f/f^; Sox9^f/f^; lsl-EYFP; K8CreERT2, and Lats1/2^f/f^; YAP^f/f^; TAZ^f/f^; lsl-EYFP; K8CreERT2 utilized in this study ranged from 1 to 10 days after the last Tamoxifen dose. Endpoints for Lats1/2^f/f^; lsl-EYFP; Sox9CreERT2 mice ranged from 4 to 13 days after the last Tamoxifen dose, and these mice were generally collected earlier due to more rapid deterioration of animal health.

### Immunofluorescence and immunohistochemistry

Tissues were excised from animals and fixed in 4% paraformaldehyde (PFA) (Electron Microscopy Sciences, # 15710) at room temperature overnight. They were then processed for paraffin embedding. Staining was preceded by dewaxing and ethanol dehydration, followed by antigen retrieval using an unmasking solution (Vector Laboratories, H3300). Antigen retrieval was performed via either microwave or decloaking chamber (Biocare Medical, DC2012). Hematoxylin (Sigma, catalog no. MHS16) and Eosin (Sigma, catalog no. HT110116) staining were performed according to the manufacturer’s instructions. For immunofluorescence (IF) staining, samples were blocked with 5% donkey serum (EMD Millipore, 50-588-37) in TBS-T, followed by incubation in primary antibodies overnight at 4 °C. For unconjugated mouse antibody staining, an additional blocking step was included using Rodent Block M (Biocare Medical, RBM961). After overnight incubation, samples were washed in TBS-T and incubated in a secondary antibody for one hour. Information regarding primary and secondary antibodies is supplied in Supplementary Table 2. All slides were mounted using Prolong Gold antifade reagent (Invitrogen, P36930, or P36931). Nuclei were stained using DAPI or 1 µg/mL Hoescht. Images were captured using a Zeiss Axio Observer.Z1 microscope with Zeiss ZEN 3.3 Blue software, a Zeiss LSM 700 microscope with ZEN 2.3 SP1 FP3 Black software, or a Zeiss Axio Scan.Z1 microscope with Zeiss ZEN 3.1 Blue software. Histology for Lats1/2^f/f^; lsl-EYFP; K8CreERT2, Lats1/2^f/f^; Sox9^f/f^; lsl-EYFP; K8CreERT2, and Lats1/2^f/f^; YAP^f/f^; TAZ^f/f^; lsl-EYFP; K8CreERT2 mice displayed in figures was performed on mice collected 7 days after the last Tamoxifen dose, except where noted. Histology for Lats1/2^f/f^; lsl-EYFP; Sox9CreERT2 mice; and lsl-EYFP; Sox9CreERT2 mice displayed in figures was performed on mice collected 5–6 days after the last Tamoxifen dose and 7 days after the last Tamoxifen dose, respectively.

### Mammary organoid cultures

Mammary organoids were obtained and cultured using a previous protocol as a basis^32^. Briefly, immediately upon excision, the third, fourth, and fifth mammary glands were chopped with a McIlwain tissue chopper (Ted Pella, Inc.) prior to being digested with a collagenase solution. The collagenase solution contained 2 mg/mL collagenase (Roche, 11088793001 and Worthington, LS004196), 0.5 units/mL dispase (Corning, 354235), 10 µg/mL DNAse (Roche, 4716728001), and 1× Penicillin–Streptomycin (Corning, 30-002-CI) diluted in DMEM (Corning, 10-013-CV). Red blood cells were lysed using ACK Lysing buffer (Gibco, A1049201). Two methods were used to eliminate stromal cells from the organoid suspension: differential centrifugation using 5–10 rapid spins per sample, and differential adhesion plating by incubating organoids and residual stromal cells in tissue culture-treated plates (Falcon, 08-772E) for 1–2 h. Following fibroblast depletion, organoids were resuspended in Matrigel (Corning, 356237) and seeded on round coverslips (Fisherbrand, 12-545-80 and 12-545-81) in 24-well plates. Organoids were grown in media containing DMEM/F12 (Gibco, 21331020), 1× Insulin-Transferrin-Selenium (Corning, 51500056), 1x Penicillin–Streptomycin (Corning, 30-002-CI), and 2.5 nM EGF (Corning, C354001). For adenovirus infection of organoids, infection was performed immediately prior to seeding in Matrigel. Infection was performed by resuspended organoids in DMEM (Corning, 10-013-CV) (no additives) and incubating in adenovirus at a concentration of 1000 pfu/organoid for 2 h. Afterward, organoids were centrifuged, washed with DMEM, resuspended in Matrigel, and seeded in 24-well plates as described above. For 4-hydroxy-tamoxifen (Sigma-Aldrich, H7904) treatment of organoids, treatment began 7 days after seeding. 4-hydroxy-tamoxifen treatment was performed at 0.1 µM. Imaging of organoids was performed using a Zeiss Axio Observer.Z1 with Zeiss ZEN 3.3 Blue software and a Zeiss SteREO Discovery.V12 microscope using Zeiss ZEN 2 Blue software.

### Flow cytometry and FACS

For flow cytometry experiments, mammary glands were excised and digested as described for organoid experiments. Following digestion at 37 °C, samples were dissociated into single cells using TrypLE (Gibco, 12604-021), quenched with DMEM/10% FBS, and washed with PBS. Cells were then put through a 40 µM (Fisher, 22-363-547) or 70 µM strainer (Corning, 352350). For mammary gland profiling, live/dead staining was performed using a near-IR dead cell stain (Invitrogen, L34976), followed by blocking using Fc block (BD Biosciences, 553142) in BD stain buffer (BD, 554656). Samples were then incubated in primary antibodies at the specified concentrations for 30 min at 4 °C, washed twice, and resuspended in PBS. Compensation was performed using UltraComp eBeads Compensation Beads (Invitrogen). Flow cytometry was performed using a BD LSRII flow cytometer using FACS Diva 6.2.1 (BD Biosciences) and analysis was performed using FlowJo v10.7.1 (BD Biosciences). All antibodies used for flow cytometry are outlined in Supplementary Table 2. For FACS experiments, live/dead staining was performed using Calcein blue (Invitrogen, C1429) at a concentration of 1 µM. Cell sorting was performed on a Moflo Astrios flow cytometer (Beckman Coulter).

### Intraductal adenovirus injections

Ad5mK8-nlsCre (VVC-Li-535; University of Iowa Viral Vector Core) was diluted in DMEM with CaCl2 (10 mM) and introduced into the fourth mammary ducts at a titer of ~1.92 × 10^7^ pfu/duct using 100 µL Nanofil syringes (World Precision Instruments) fitted with 35 G Nanofil needles (World Precision Instruments). Live animal and organ imaging was performed using an IVIS Spectrum imaging system (Perkin Elmer). Imaging of lung metastases was performed on a Zeiss Axio Observer.Z1 microscope with Zeiss ZEN 3.3 Blue software.

### RNA Isolation and RT-qPCR

RNA isolation from mammary organoid cultures was performed using the RNeasy Mini Kit (Qiagen, 74106) following the manufacturer’s instructions. Matrigel cultures were lysed directly with RLT buffer. Reverse transcription was performed using the iScript cDNA Synthesis Kit (BioRad, 1708891) following the manufacturer’s instructions. RT-qPCR analysis was performed on the ViiA7 Real-Time PCR System (Applied Biosystems) with QuantStudio real-time PCR Software v1.6.1 (Applied Biosystems) using SYBR protocols with Fast SYBR Green Master Mix (Applied Biosystems, 4385618). All primers used for RT-qPCR in this study are outlined in Supplementary Table 3.

### RNA-sequencing and global gene expression analyses

FACS-sorted cells were lysed using Trizol LS, followed by RNA isolation using the RNEasy Mini Kit (Qiagen, 74106). Library preparation for RNAseq was performed using the Illumina TruSeq RNA Sample Preparation Kit and RNA sequencing was performed on a NextSeq 2000. FASTQ files were aligned to mouse genome build mm10 using STAR (version 2.6.0c). EnsemblGene-level counts for non-mitochondrial genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation builds 100 (uniquely aligned proper pairs, same strand). 

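The deposited count table lists 55450 Ensembl genes, of which 31546 have at least 1 count in some library and 0 are mitochondrial. GENCODE M21, an annotation of the same genome build, gave a symbol for 55190 of them. The counts are whole numbers of read pairs and were not scaled. Because each pair had to align uniquely, genes with near-identical copies can lose reads, and the counts of such genes are uncertain. The Methods describe the counted pairs as "same strand" and do not say what that strand is compared with.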

SAMtools (version 1.9) was used to count reads, FASTQ quality was assessed using FastQC (version 0.11.7), and alignment quality was assessed using RSeQC (version 3.0.0). Variance-stabilizing transformation (VST) was accomplished using the variance-stabilizing transformation function and differential expression was assessed in the DESeq2 R package (version 1.23.10). Correction for multiple hypothesis testing was accomplished using the Benjamini–Hochberg false discovery rate (FDR). Human homologs of mouse genes were identified using HomoloGene (version 68). Differential gene expression signatures (DEGs) were calculated with a threshold of absolute log2FC > 1 (up and down respectively) and FDR ≤ 0.05. DEGs heatmap visualization between KO/WT samples was performed with the R package ComplexHeatmap (v2.6.2). RNA sequencing data have been deposited to NCBI GEO (GSE196555).

Gene set enrichment analysis (GSEA) (version 2.2.1) was used to identify biological terms, pathways, and processes that are coordinately up- or down-regulated within each pairwise comparison. The Entrez Gene identifiers of the human homologs of all genes in the Ensembl Gene annotation were ranked by the Wald statistic computed for each pairwise comparison. Ensembl Genes matching multiple mouse Entrez Gene identifiers, and mouse genes with multiple human homologs (or vice versa), were excluded prior to ranking so that the ranked list represents only those human Entrez Gene IDs that match exactly one mouse Ensembl Gene. Each ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the Hallmark, Biocarta, KEGG, PID, Reactome, WikiPathways, Gene Ontology (GO), and transcription factor and microRNA motif gene set obtained from the Molecular Signatures Database (MSigDB), version 7.4. Nominal *p*-values for GSEA analyses were generated using a one-sided permutation test, and FDR *q*-values were calculated from nominal *p*-values using the Benjamini–Hochberg procedure. Signatures of *Brca1f/f; p53f/+; Blg-Cre* tumors were generated by comparing the expression profiles of 12 *Brca1f/f; p53f/+; Blg-Cre* tumors to three normal LumER-samples using data obtained from ArrayExpress (E-TABM-683 and E-TABM-684), using a cutoff of logFC > 2 and FDR < 0.01. The signatures generated included 1697 upregulated and 859 downregulated genes.

### Gene expression signature projection into The Cancer Genome Atlas Breast Cancer (TCGA-BRCA) subtypes

Transcriptional activity of the signatures was projected in TCGA-BRCA primary tumors (*n* = 1102) using a single sample GSEA (ssGSEA) method from the R package GSVA (v1.34.0). TCGA-BRCA RNA-Seq count matrix (STAR 2-Pass/HTSeq-Counts) was downloaded through gdc-client from the Genomic Data Commons. Counts underwent a variance-stabilizing transformation using DESeq2 followed by a log transformation. Signature activation was compared between PAM50 (mRNA) molecular subtypes^55^. 1090 samples had subtype classifications (LumA = 564, LumB = 215, Basal = 189, Her2 = 82, NL = 40).

### Correlation analysis of LATS1/2-regulated genes with Sox9hi gene signature

Microarray expression data for FACS-sorted Sox9 GFP-high/low cells (*n* = 6, 3 per group) was obtained from GEO (GSE135885, GSE135891). Differential expression between high and low groups was performed with Limma (FDR < 0.05 and log2FC > ±1), producing Sox9-high upregulated and downregulates signatures of 430 and 480 genes, respectively. Transcriptional activity of the signatures was projected in TCGA-BRCA in addition to LATS signatures as previously described. The transcription activity of signatures was compared across TCGA-BRCA samples with Pearson correlation.

### GSVA analysis comparing LATS1/2-regulated genes to mammary epithelial cell populations

RNA-seq counts-level data were obtained from GEO (GSE63310) for 9 samples, 3 from each group, including basal cells, luminal progenitor-enriched cells, and mature luminal-enriched cells. Counts were normalized by Trimmed Mean of *M*-values (TMM). Pairwise differential expression analysis was conducted between groups using Limma-Voom (v3.46). Genes with FDR ≤ 0.05 and log2FC ≥ ±1 across pairwise experiments were pooled (1692 genes) and used to generate a gene expression heatmap for all 9 samples.

### Copy number analysis

For allele copy number analysis, there were 1080 breast cancer tumor samples used in the original GISTIC analysis using GISTIC version 2.0.22 (Firehose task version:140). Gene copy number alteration levels were examined from 1050 breast tumor samples with matching gene expression data. Copy number alterations were determined using gene-based copy number levels ([−2, −1, 0, 1, 2]) for each tumor sample. Copy number levels of [1,2] and [−1,−2] were labeled as amplifications and deletions, respectively. Of note, cBioPortal uses a stricter cutoff for binarization, so deletions correspond to [−2] and amplifications correspond to [+2]. For each gene-level alteration of interest, we tested for the significance of the increased frequency of copy number alterations compared to the expected background frequency using *binomial.test(x, n, p)*, where *x* is the number of observed amplification (or deletion) events, *n* is the total sample size, and *p* is the background probability of alteration, estimated using the fraction of total amplification or deletion events. This analysis was repeated for each breast cancer subtype.

### Patient survival analysis

Transcriptional activity signatures projected in TCGA-BRCA primary tumors (by ssGSEA) were used to stratify breast cancer patients with survival information (*n* = 1102) into two groups based on the high and low activity of the expression signatures following LATS1/2 deletion. Total activity was computed as the LATS-upregulated activity score minus the LATS-downregulated activity score. Samples were split based on the median (*n* = 551 per group).

### Image quantification

All image quantification was performed using CellProfiler 4.2.1^56^. For quantification of immunofluorescence images, individual images of mammary ducts were thresholded on YFP, then masked on the thresholded YFP image using MaskImage. The total intensity of the K14 channel was then measured within the masked YFP+ cells using MeasureImageIntensity. The masked YFP area per image was measured using MeasureImageAreaOccupied, and K14 intensity/YFP area per image was calculated by dividing the total intensity of K14 within the masked image by the total masked YFP area per image. These values were then normalized to the average values of images from respective control mice within each experiment to obtain relative K14 intensity/YFP area values. For the quantification of organoids, the edges of organoids were enhanced using EnhanceEdges, followed by the designation of organoids as primary objects using IdentifyPrimaryObjects. The area of individual objects was then measured using MeasureObjectSizeShape, followed by the calculation of the average object area per well as displayed.

### Statistics and reproducibility

All immunofluorescence stainings, hematoxylin and eosin stainings, brightfield organoid imaging, and organoid size quantifications shown in the figures were performed across at least three independent experiments with similar results, except when noted in the legends. Statistical analyses were performed in GraphPad Prism 9. All *T*-tests performed were performed without correction for multiple comparisons. Statistical analyses of RT-qPCR data were performed on log10-transformed fold change values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

TCGA datasets used in the study are publicly available and can be obtained from https://portal.gdc.cancer.gov. Gene expression data used in the study, including new data that was generated, are publicly available on the GEO repository: GSE196555, GSE135885, GSE135891, and GSE63310. The authors declare that all other data supporting this study are either available within the article, supplementary information, and source data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Inactivation of LATS1/2 drives luminal-basal plasticity to initiate basal-like mammary carcinomas
**Source:** Nat Commun. 2022 Nov 28;13:7198. doi: 10.1038/s41467-022-34864-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information for**

### **Inactivation of LATS1/2 drives luminal-basal plasticity to initiate basal-like mammary carcinomas**

Joseph G Kern, Andrew M Tilston-Lunel, Anthony Federico, Boting Ning, Amy Mueller, Grace B Peppler, Eleni Stampoulouglou, Nan Cheng, Randy L Johnson, Marc E Lenburg, Jennifer E Beane, Stefano Monti, Xaralabos Varelas

#### **This PDF file includes:**

Supplementary Fig. 1  
Legend for Supplementary Fig. 1

Supplementary Fig. 2  
Legend for Supplementary Fig. 2

Supplementary Fig. 3  
Legend for Supplementary Fig. 3

Supplementary Fig. 4  
Legend for Supplementary Fig. 4

Supplementary Table 1  
Supplementary Table 2  
Supplementary Table 3

#### **Other supplementary materials for this manuscript include the following:**

Supplementary Data 1  
Supplementary Data 2  
Supplementary Data 3  
Supplementary Data 4

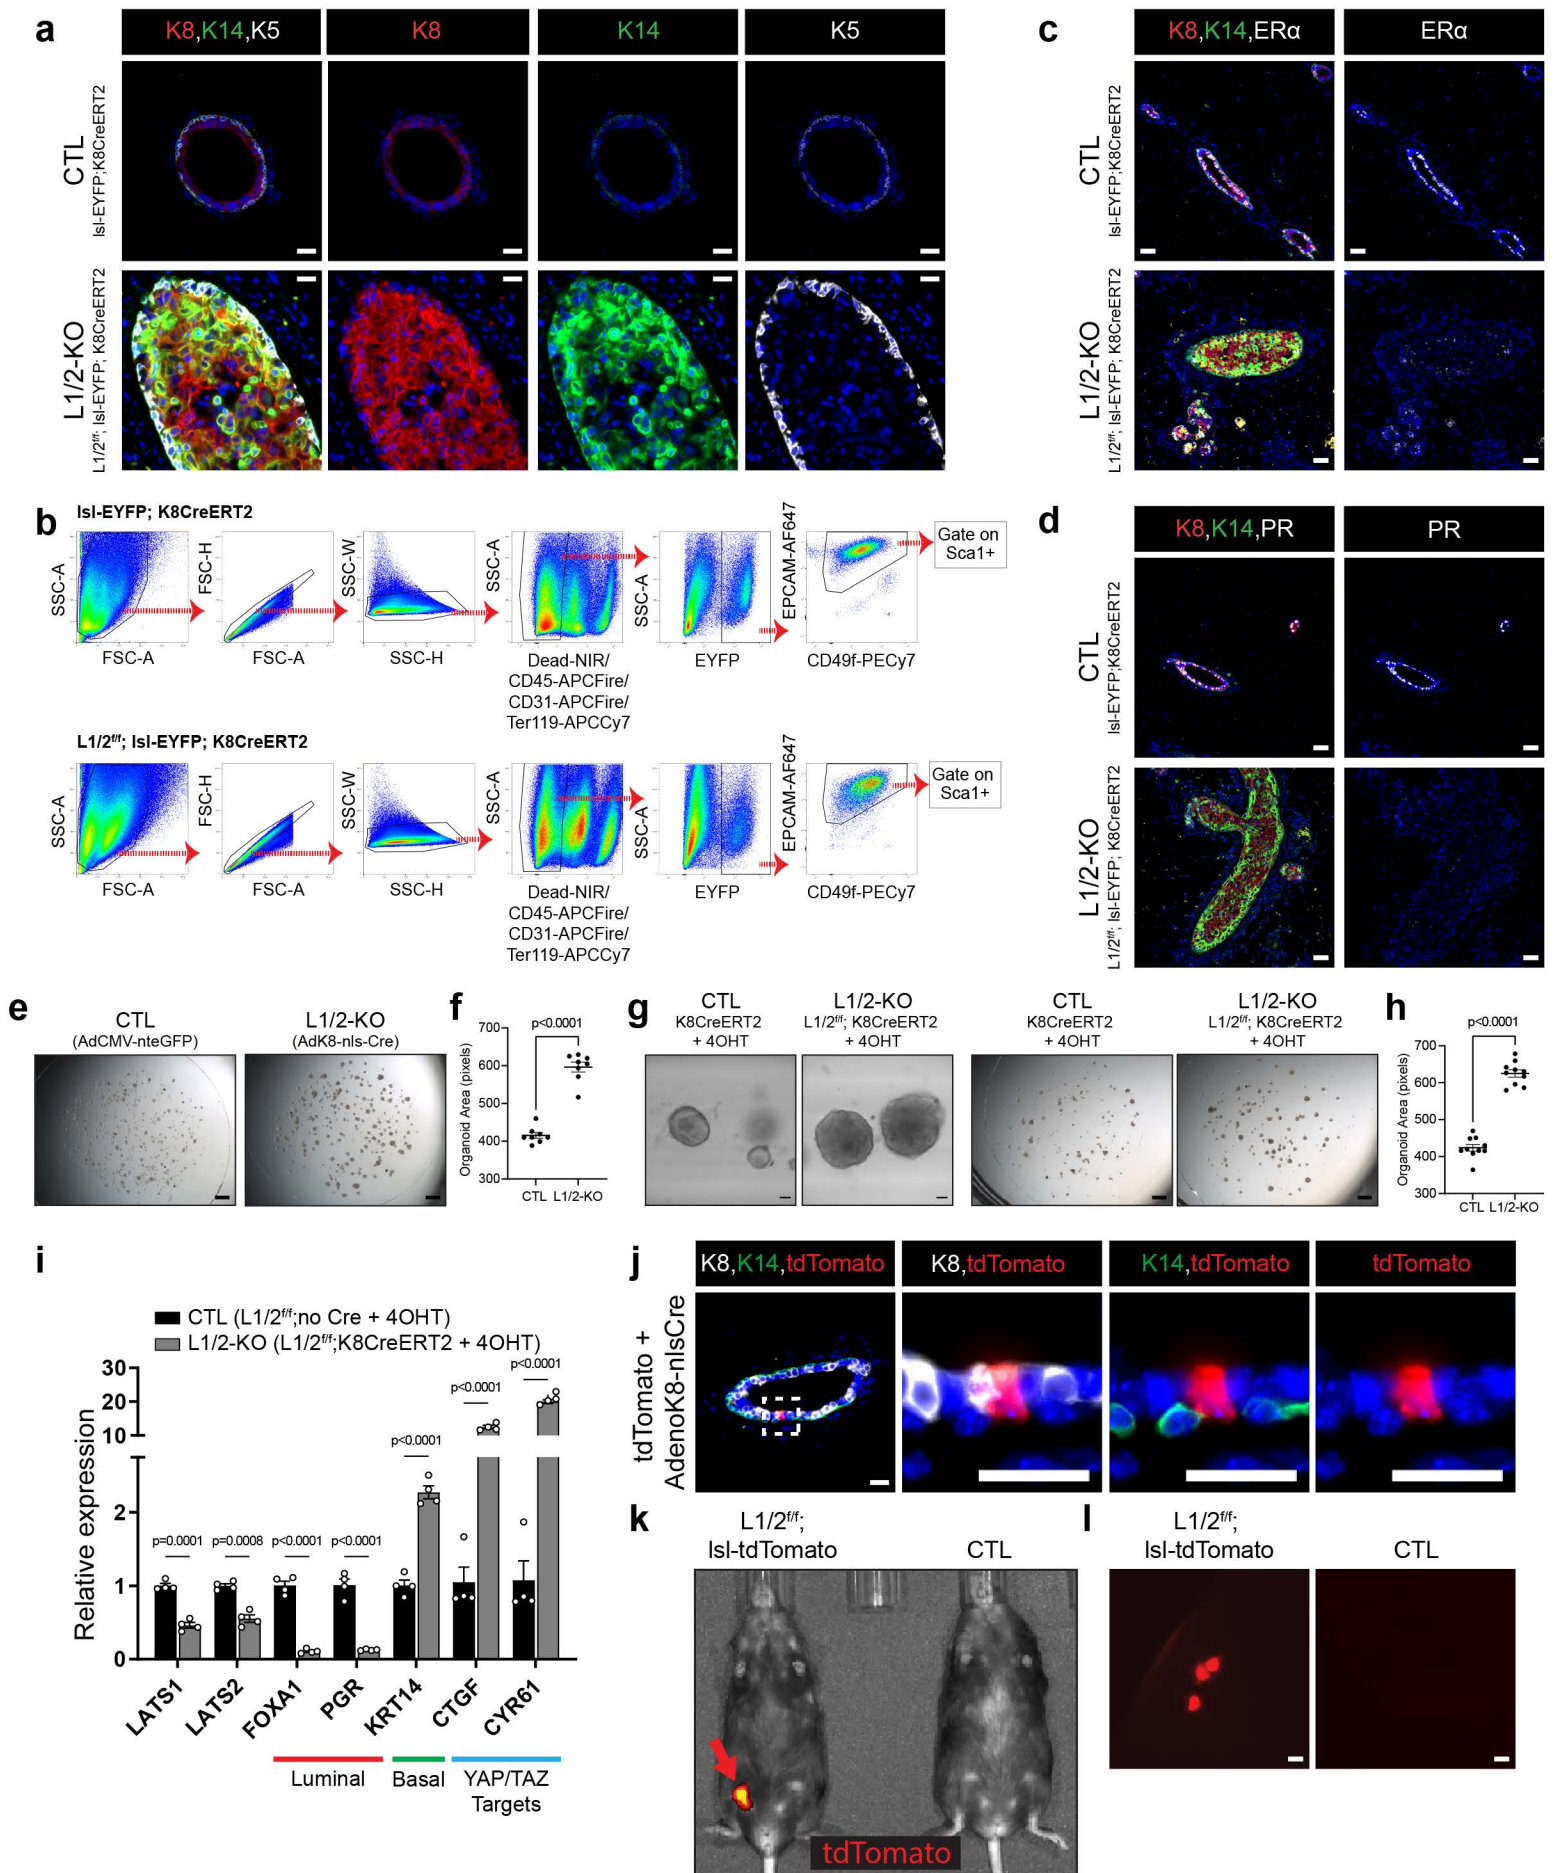

**Supplementary Fig. 1. Loss of LATS1/2 in luminal mammary cells induces mammary carcinomas with luminal-basal plasticity.** (A) IF of K8, K14, and K5 in control and *Lats1/2<sup>ff</sup>;K8CreERT2* mammary ducts (Scale bar, 20  $\mu$ M). (B) Flow cytometric gating strategy used to examine control and *Lats1/2<sup>ff</sup>;K8CreERT2* mammary epithelial cells. (C) IF of K8, K14, and ER $\alpha$  in control and *Lats1/2<sup>ff</sup>;K8CreERT2* mammary ducts (Scale bar, 50  $\mu$ M). (D) IF of K8, K14, and PR in control and *Lats1/2<sup>ff</sup>;K8CreERT2* mammary ducts (Scale bar, 50  $\mu$ M). (E) Morphology of organoids cultured from control and *Lats1/2<sup>ff</sup>* mice infected with AdK8-nls-Cre (Scale bar, 1 mm). (F) Quantification of average individual organoid area measured per well in control (AdCMV-nteGFP) (CTL) and *Lats1/2<sup>ff</sup>* (L1/2-KO) organoids infected with AdK8-nls-Cre (n=8 per condition. Unpaired two-tailed t-test. Data are shown with mean  $\pm$  SEM). (G) Morphology of organoids cultured from control and *Lats1/2<sup>ff</sup>;K8CreERT2* mice treated with 4OHT (high magnification on the left with Scale bar, 50  $\mu$ M, low magnification on the right with Scale bar, 1 mm). (H) Quantification of average individual organoid area measured per well in organoids cultured from control (CTL) and *Lats1/2<sup>ff</sup>;K8CreERT2* (L1/2-KO) mice treated with 4OHT (n=10 per condition. Unpaired two-tailed t-test. Data are shown with mean  $\pm$  SEM). (I) Expression of selected luminal and basal/stem-cell markers in control and *Lats1/2<sup>ff</sup>;K8CreERT2* organoids treated with 4OHT for 7 days (n=4. Unpaired two-tailed t-tests. Data are shown as mean  $\pm$  SEM). (J) IF of K8, K14, and tdTomato in the mammary epithelium of a control *Isl*-tdTomato mouse injected with AdK8-nls-Cre (n=1) (Scale bar, 20  $\mu$ M). (K) IVIS live imaging of a primary tumor formed in the mammary gland of a *Lats1/2<sup>ff</sup>;Isl*-tdTomato mouse approximately 13 months after injection with AdK8-nls-Cre. (L) Imaging of tdTomato+ cells that have metastasized to the lungs of a *Lats1/2<sup>ff</sup>;Isl*-tdTomato mouse approximately 13 months after injection with AdK8-nls-Cre (n=2) (Scale bar, 50  $\mu$ M). Source data are provided as a source data file.

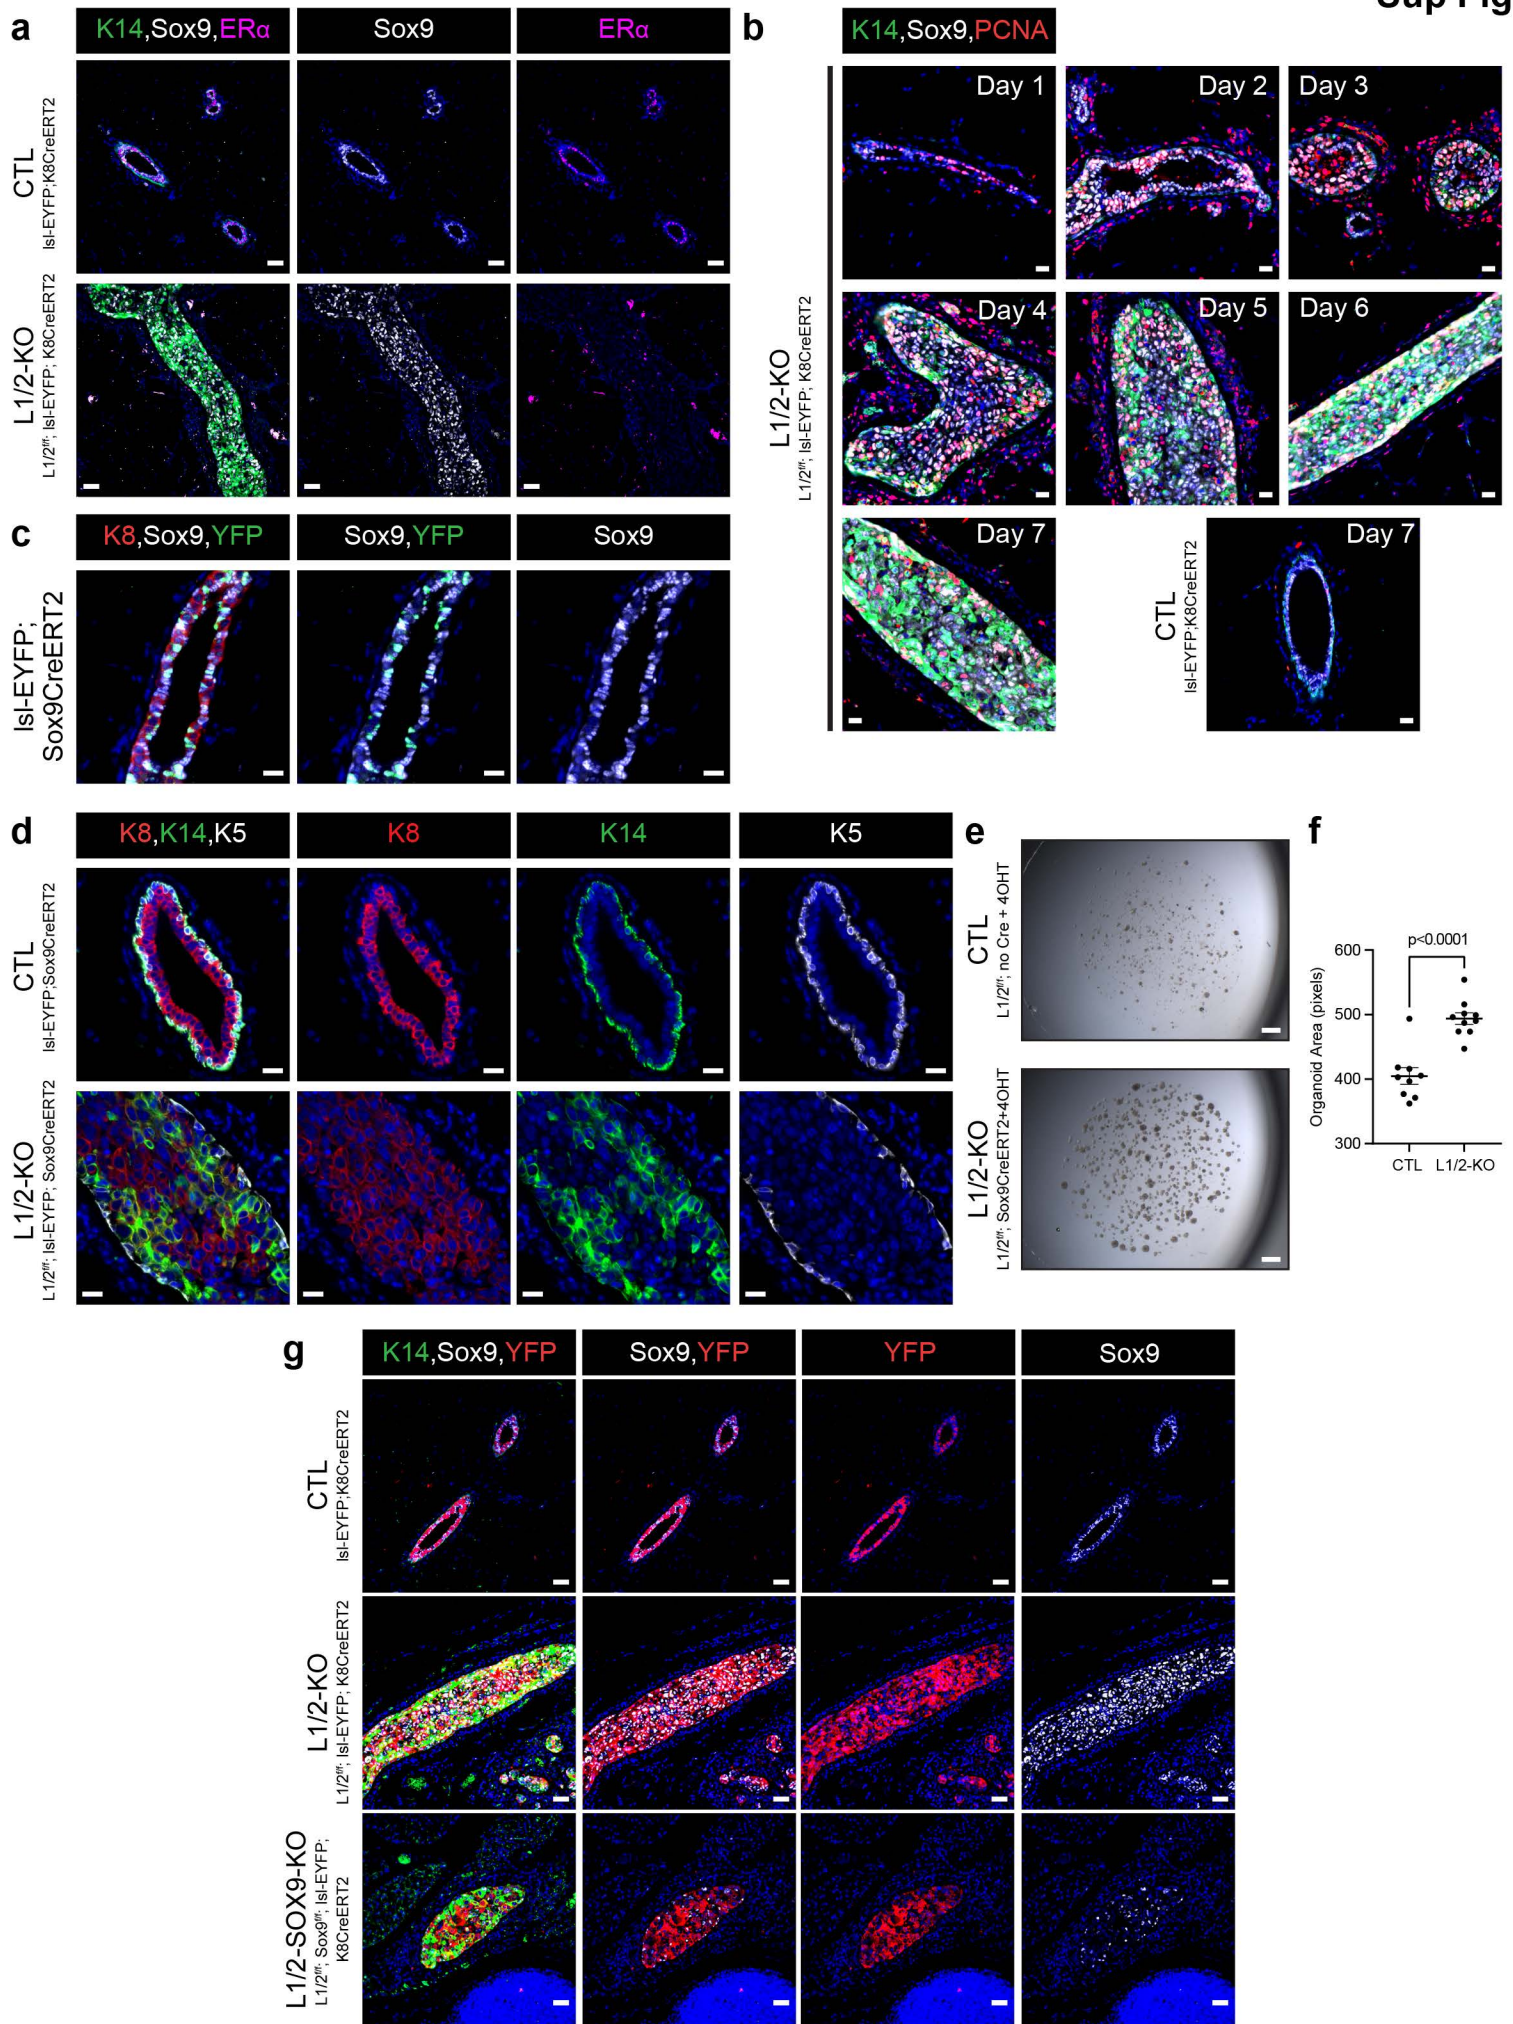

**Supplementary Fig. 2. Sox9 expressing luminal cells serve as cells of origin for LATS1/2-null carcinomas.** (A) IF of K14, Sox9, and ER $\alpha$  in control and Lats1/2<sup>ff</sup>;K8CreERT2 mammary ducts (Scale bar, 50  $\mu$ M). (B) IF of K14, Sox9, and PCNA in control and Lats1/2<sup>ff</sup>;K8CreERT2 mammary ducts collected 1-7 days after the last Tamoxifen dose (n=2 each) (Scale bar, 20  $\mu$ M). (C) IF of K8, Sox9, and YFP in Isl-EYFP;Sox9CreERT2 mammary epithelia (Scale bar, 20  $\mu$ M) (n=2). (D) IF of K8, K14, and K5 in control and Lats1/2<sup>ff</sup>;Isl-EYFP;Sox9CreERT2 mammary ducts (Scale bar, 20  $\mu$ M) (n=2 for CTL). (E) Morphology of organoids cultured from control and Lats1/2<sup>ff</sup>; Sox9CreERT2 mice treated with 4OHT (Scale bar, 1 mm). (F) Quantification of average individual organoid area measured per well in organoids cultured from control (CTL) and Lats1/2<sup>ff</sup>; Sox9CreERT2 (L1/2-KO) mice treated with 4OHT (n=9 CTL, n=10 L1/2-KO. Unpaired two-tailed t-test. Data are shown with mean  $\pm$  SEM) (G) IF of K14, YFP, and Sox9 in control, Lats1/2<sup>ff</sup>;Isl-EYFP;K8CreERT2, and Lats1/2<sup>ff</sup>;Sox9<sup>ff</sup>; Isl-EYFP;K8CreERT2 mammary ducts (Scale bar, 50  $\mu$ M). Source data are provided as a source data file.

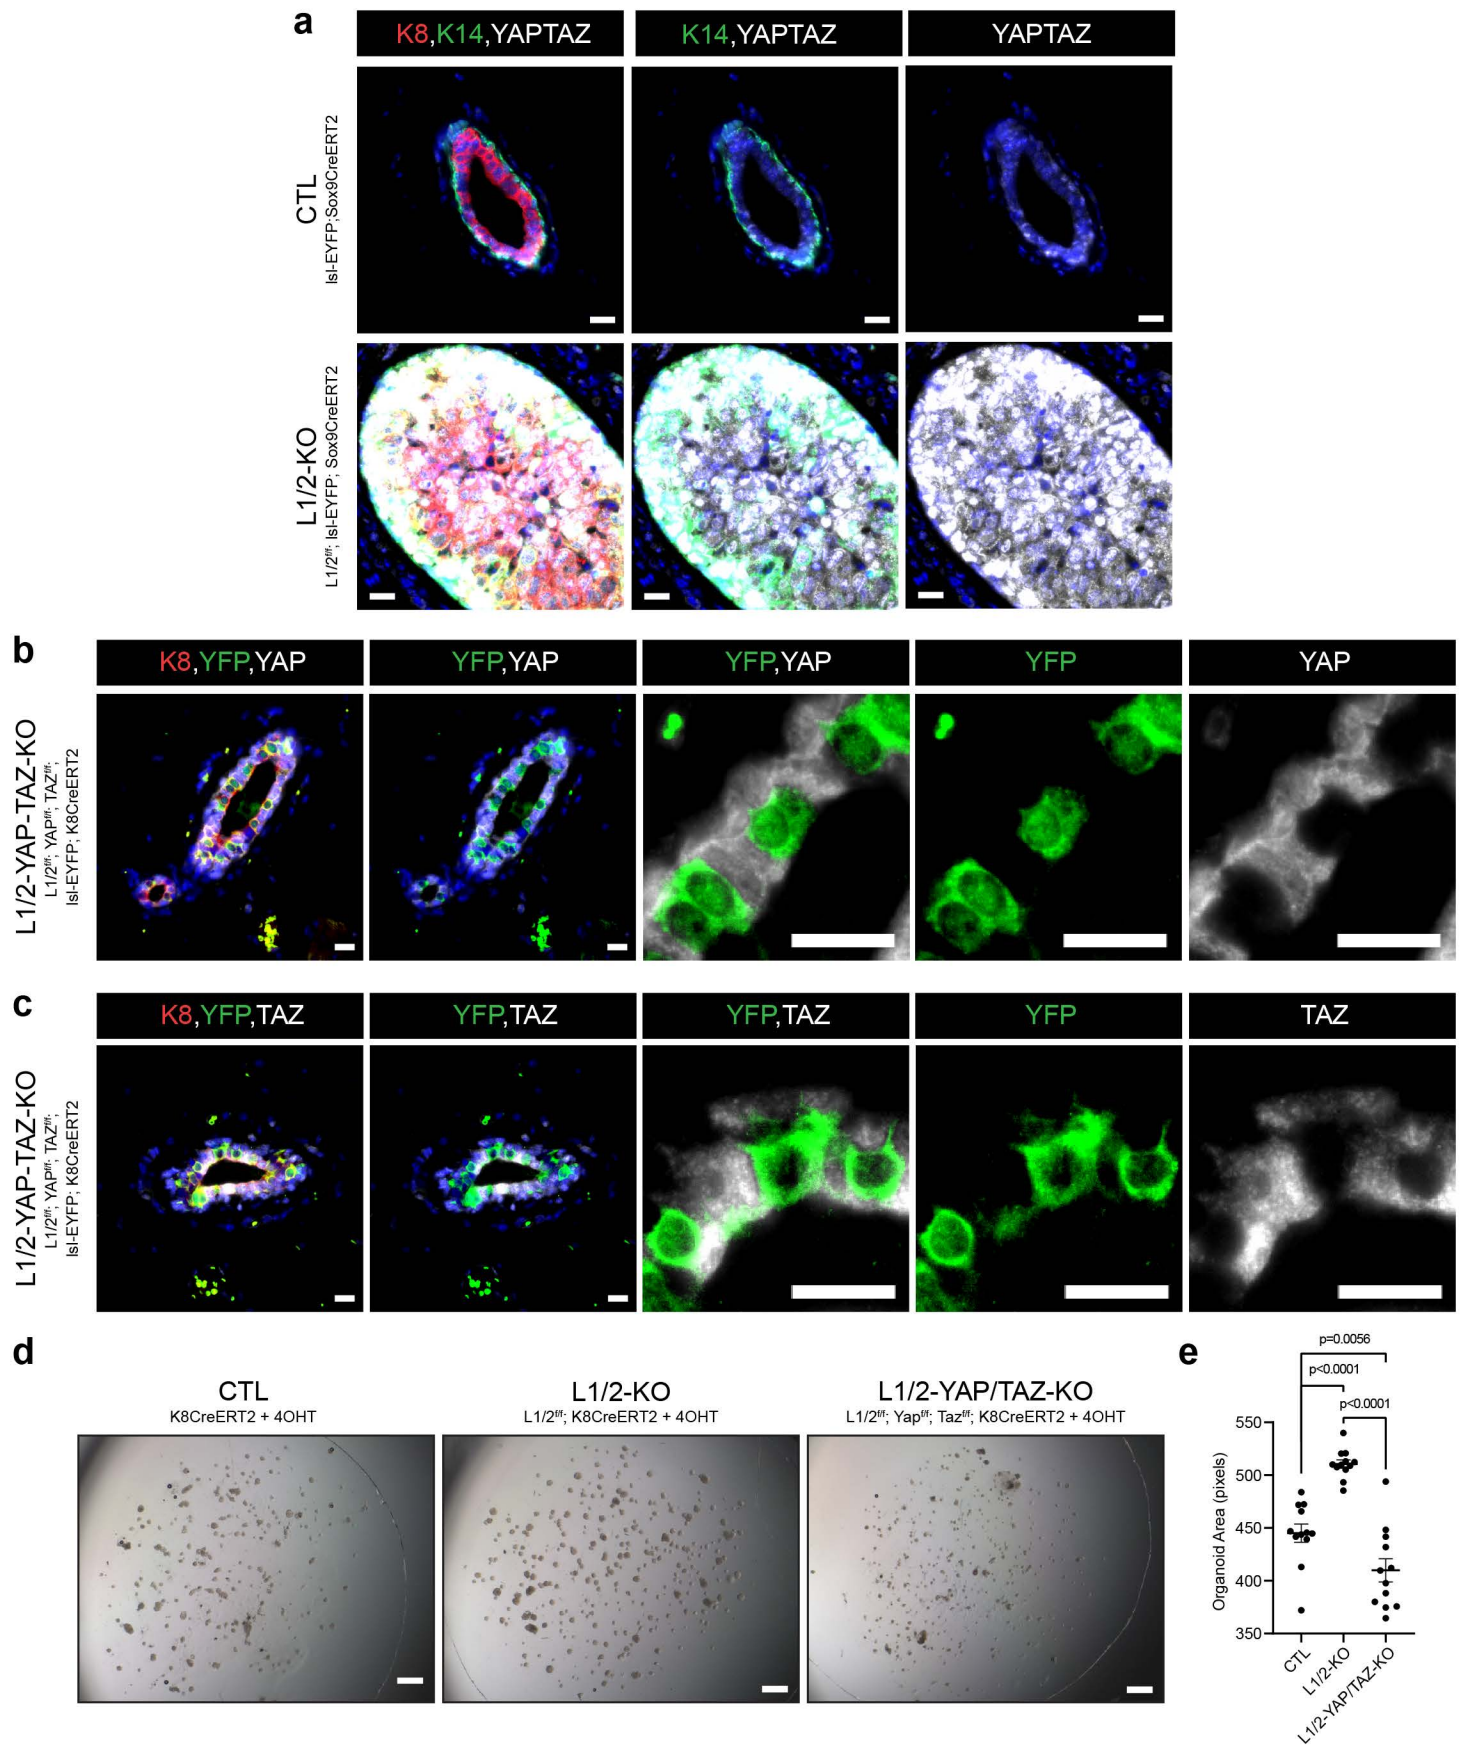

**Supplementary Fig. 3. Mammary carcinomas driven by LATS1/2 loss are dependent on YAP and TAZ.** (A) IF of K8, K14 and YAP/TAZ in control and *Lats1/2<sup>ff/ff</sup>;Isl-EYFP;Sox9CreERT2* mammary glands (Scale bar, 20  $\mu$ M) (n=2 for CTL). (B) IF of YAP, K8 and YFP in *LATS1/2<sup>ff/ff</sup>;YAP<sup>ff/ff</sup>;TAZ<sup>ff/ff</sup>;Isl-EYFP;K8CreERT2* mammary ducts (Scale bar, 20  $\mu$ M). (C) IF of TAZ, K8, and YFP in *LATS1/2<sup>ff/ff</sup>;YAP<sup>ff/ff</sup>;TAZ<sup>ff/ff</sup>;Isl-EYFP;K8CreERT2* mammary ducts (Scale bar, 20  $\mu$ M). (D) Morphology of organoids cultured from control, *LATS1/2<sup>ff/ff</sup>;K8CreERT2*, and *LATS1/2<sup>ff/ff</sup>;YAP<sup>ff/ff</sup>;TAZ<sup>ff/ff</sup>;K8CreERT2* mice treated with 4OHT (Scale bar, 1 mm). (E) Quantification of average individual organoid area measured per well of organoids cultured from control (CTL), *LATS1/2<sup>ff/ff</sup>;K8CreERT2* (L1/2-KO), and *LATS1/2<sup>ff/ff</sup>;YAP<sup>ff/ff</sup>;TAZ<sup>ff/ff</sup>;K8CreERT2* (L1/2-YAP/TAZ-KO) mice (n=12 per condition. One-way ANOVA with Fisher's least significant difference multiple comparisons test. Data are shown with mean  $\pm$  SEM). Source data are provided as a source data file.

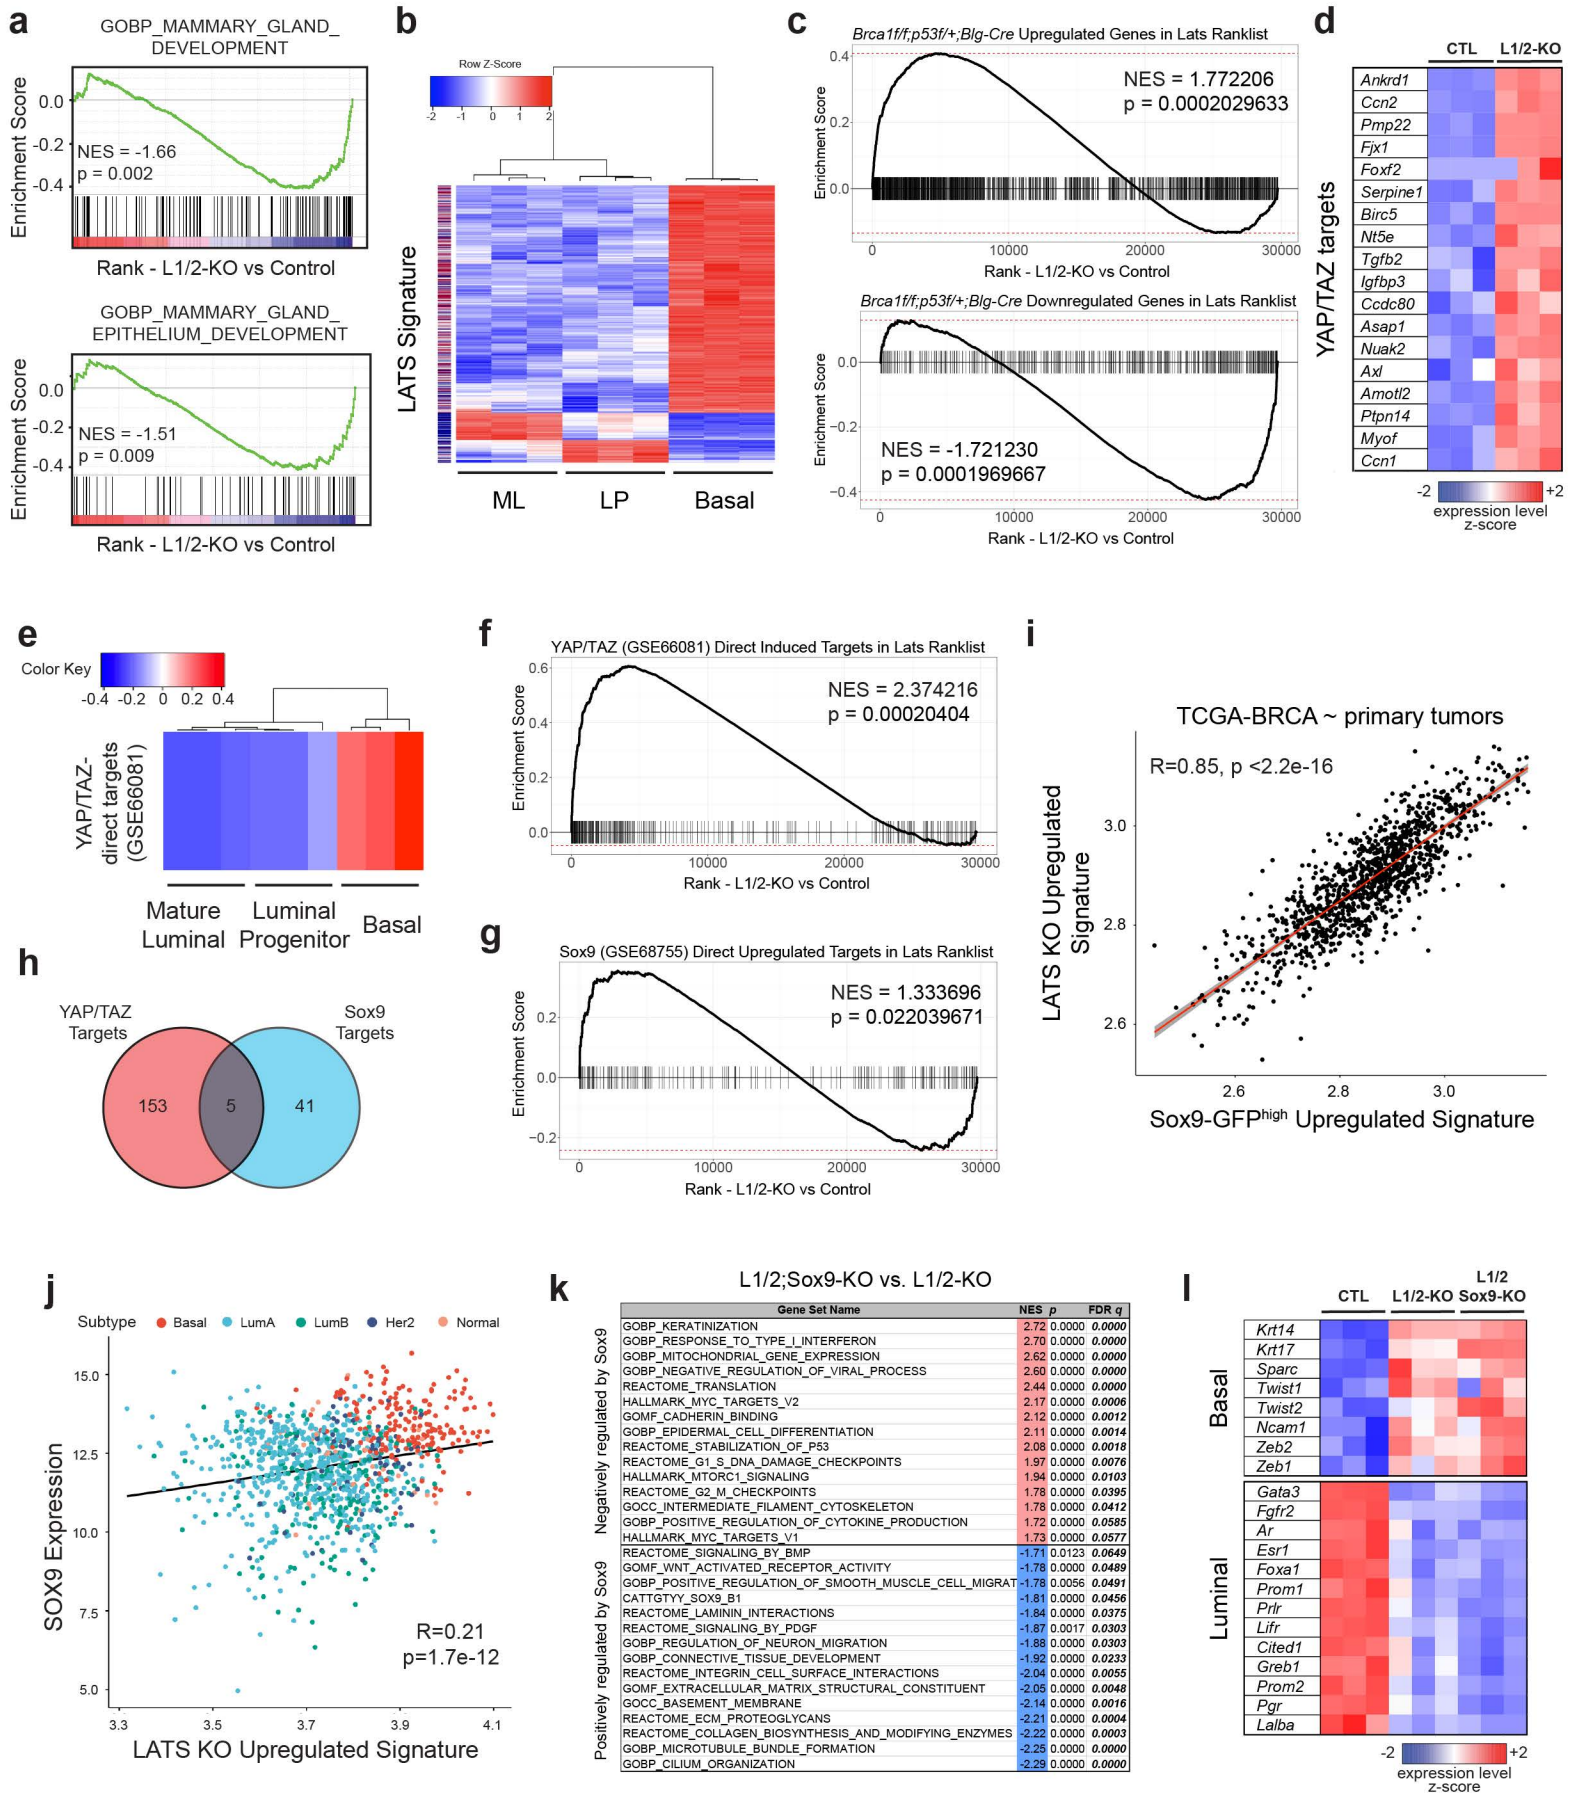

**Supplementary Fig. 4. Luminal LATS1/2 loss promotes basal-like and YAP/TAZ-enriched transcriptional programs, and comparisons between LATS1/2-null and Sox9-associated signatures.** (A) Selected GSEA-generated gene sets enriched in the downregulated signatures of LATS1/2- null cells compared to control. (B) Heatmap of LATS-upregulated and LATS-downregulated genes against previously identified signatures of normal mammary luminal mature, luminal progenitor, and basal cells (GSE63310). For the left side column, dark red indicates a gene upregulated with LATS deletion, dark blue indicates a gene downregulated with LATS deletion, and white indicates a gene not differentially expressed with LATS deletion. (C) GSEA analysis comparing signatures of LATS1/2-null cells to upregulated and downregulated signatures derived from the *Brca1<sup>ff</sup>; p53<sup>f/+</sup>; Blg-Cre* mouse model of basal-like breast cancer. (D) Expression of selected YAP/TAZ-target genes in LATS1/2-null cells relative to control as colored by variance-stabilizing transformation (VST). (E) GSVA analysis comparing YAP/TAZ direct induced target genes (GSE66081) to signatures of normal mammary luminal mature, luminal progenitor, and basal cells (GSE63310). (F) GSEA comparing the signature of LATS1/2-null cells to YAP/TAZ direct induced target genes (GSE66081). (G) GSEA comparing the signature of LATS1/2-null cells to Sox9 direct induced target genes (GSE68755). (H) Comparison of leading-edge genes identified in (F) and (G). (I) ssGSEA analysis of the LATS-upregulated signature against the Sox9-GFP<sup>high</sup>-upregulated signature in human breast cancers (n=1102. Two-sided Pearson correlation. No adjustment for multiple comparisons). (J) ssGSEA analysis of the LATS-upregulated signature against Sox9 expression levels in human breast cancers colored by subtype (Two-sided Pearson correlation. No adjustment for multiple comparisons). (K) Selected GSEA-generated genesets enriched in the upregulated (red) and downregulated (blue) signatures of LATS1/2-Sox9-null cells compared to LATS1/2-null cells. (L) Relative expression of selected luminal and basal-associated genes identified in EYFP<sup>+</sup> cells isolated from Isl-EYFP;K8CreERT2, LATS1/2<sup>ff</sup>;Isl-EYFP;K8CreERT2 mice, and LATS1/2<sup>ff</sup>; Sox9<sup>ff</sup>;Isl-EYFP;K8CreERT2 mice as analyzed via RNA-sequencing and colored by VST (p>0.05 for rescue in L1/2-KO versus L1/2;Sox9-null). For all GSEA rank-list plots, nominal uncorrected p-values are shown.

**Supplementary Table 1. Mice**

| Strain                                                              | Alias                                      | Source                 | Stock     |
|---------------------------------------------------------------------|--------------------------------------------|------------------------|-----------|
| Lats1tm1.1Jfm/RjoJ                                                  | LATS1 <sup>f/f</sup>                       | The Jackson Laboratory | #024941   |
| Lats2tm1.1Jfm/RjoJ                                                  | LATS2 <sup>f/f</sup>                       | The Jackson Laboratory | #025428   |
| STOCK Tg(Krt8-cre/ERT2)17Blpn/J                                     | Krt8-CreERT2                               | The Jackson Laboratory | #017947   |
| B6.129X1-Gt(ROSA)26Sortm1(EYFP)Cos/J                                | R26-LSL-EYFP                               | The Jackson Laboratory | #006148   |
| <i>Wwtr1</i> <sup>tm1Hmc</sup> <i>Yap1</i> <sup>tm1Hmc</sup> /WranJ | YAP1 <sup>f/f</sup> ; WWTR1 <sup>f/f</sup> | The Jackson Laboratory | # 030532  |
| Sox9-Cre (B6.129S7-<br>Sox9<tm1(cre/ERT2)Haak>)                     | Sox9-CreERT2                               | RIKEN                  | RBRC05522 |
| B6.129S7-Sox9tm2Crm/J                                               | Sox9 <sup>f/f</sup>                        | The Jackson Laboratory | #013016   |
| B6.Cg-Gt(ROSA)26Sortm14(CAG-<br>tdTomato)Hze/J                      | LSL-tdTomato                               | The Jackson Laboratory | #007914   |

**Supplementary Table 2. Primary and Secondary Antibodies**

| Target                         | Species | Company                | Catalogue # | Application | Dilution |
|--------------------------------|---------|------------------------|-------------|-------------|----------|
| Keratin 8                      | Rat     | DHSB                   | TROMA-1c    | IF          | 1:200    |
| Keratin 14 – FITC              | Mouse   | Millipore Sigma        | CBL197F     | IF          | 1:20     |
| Keratin 14                     | Rabbit  | Biolegend              | 905301      | IF          | 1:400    |
| Keratin 5                      | Rabbit  | Biolegend              | 905501      | IF          | 1:400    |
| Phospho-LATS1/2 (Thr1079/1041) | Rabbit  | Assay BioTech          | A8125       | IF          | 1:100    |
| YAP/TAZ                        | Rabbit  | CST                    | 8418        | IF          | 1:100    |
| GFP/YFP                        | Chicken | Aves Labs, Inc.        | GFP-1020    | IF          | 1:400    |
| GFP/YFP                        | Rabbit  | Takara Bio Clontech    | 632375      | IF          | 1:100    |
| ER $\alpha$                    | Rabbit  | Abcam                  | Ab32063     | IF          | 1:100    |
| PR                             | Rabbit  | Santa Cruz             | SC-538      | IF          | 1:100    |
| Sox9                           | Goat    | R&D Systems            | AF3075      | IF          | 1:100    |
| Sox9                           | Rabbit  | Millipore-Sigma        | AB5535      | IF          | 1:100    |
| YAP                            | Rabbit  | CST                    | D8H1X       | IF          | 1:100    |
| TAZ                            | Rabbit  | CST                    | E8E9G       | IF          | 1:100    |
| tdTomato                       | Goat    | Sicgen                 | AB8181-200  | IF          | 1:100    |
| PCNA                           | Mouse   | CST                    | PC10        | IF          | 1:200    |
| CD45 – APC/Fire                | Rat     | Biolegend              | 103153      | FC          | 1:400    |
| CD31 – APC/Fire                | Rat     | Biolegend              | 102433      | FC          | 1:50     |
| Ter119 – APC/Cy7               | Rat     | Biolegend              | 116223      | FC          | 1:100    |
| EpCAM – Alexa 647              | Rat     | Biolegend              | 118211      | FC          | 1:800    |
| CD49f – PE/Cy7                 | Rat     | Biolegend              | 313621      | FC          | 1:800    |
| CD49b – PE                     | Hamster | Biolegend              | 103506      | FC          | 1:800    |
| Sca-1 – BV421                  | Rat     | Biolegend              | 108127      | FC          | 1:800    |
| Donkey $\alpha$ -Rabbit Cy3    |         | Jackson ImmunoResearch | 711-166-152 | IF          | 1:400    |
| Donkey $\alpha$ -Rabbit 647    |         | Jackson ImmunoResearch | 711-606-152 | IF          | 1:400    |
| Donkey $\alpha$ -Goat 647      |         | Jackson ImmunoResearch | 705-605-147 | IF          | 1:400    |
| Donkey $\alpha$ -Rat 488       |         | Jackson ImmunoResearch | 712-546-153 | IF          | 1:500    |
| Donkey $\alpha$ -Rat 594       |         | Jackson ImmunoResearch | 712-586-153 | IF          | 1:400    |
| Donkey $\alpha$ -Rat Cy3       |         | Jackson ImmunoResearch | 712-165-153 | IF          | 1:400    |
| Donkey $\alpha$ -Chicken 594   |         | Jackson ImmunoResearch | 703-585-155 | IF          | 1:400    |
| Donkey $\alpha$ -Chicken 647   |         | Jackson ImmunoResearch | 703-605-155 | IF          | 1:400    |
| Donkey $\alpha$ -Mouse 647     |         | Jackson ImmunoResearch | 715-606-150 | IF          | 1:400    |

**Supplementary Table 3. qRT-PCR Primers Used**

| Target       | Species | Forward Primer           | Reverse Primer           |
|--------------|---------|--------------------------|--------------------------|
| <i>PPIA</i>  | Mouse   | GAGCTGTTTGCAGACAAAGTTC   | CCCTGGCACATGAATCCTGG     |
| <i>LATS1</i> | Mouse   | CCATGAAACCAGGAAATGTGCA   | CTAGAGATGGGCCGTGTCTC     |
| <i>LATS2</i> | Mouse   | GCTACAGCTGGAGCAGGAAA     | CCCTCTTCAGCCGGTTGTAG     |
| <i>YAP</i>   | Mouse   | AGCTGCCCCGACTCCTTCT      | CGAACATGCTGTGGAGTCAG     |
| <i>WWTR1</i> | Mouse   | CAGCCTCTGAATCATGTGAACCTC | GGCTAGTGGCCACGACTTGCTGGT |
| <i>FOXA1</i> | Mouse   | ATGAGAGCAACGACTGGAACA    | TCATGGAGTTCATAGAGCCCA    |
| <i>PGR</i>   | Mouse   | GCCTGACACTTCCAGCTCTT     | CCGGAAACCTGGCAGAGATT     |
| <i>KRT14</i> | Mouse   | AGCGGCAAGAGTGAGATTTCT    | CCTCCAGGTTATTCTCCAGGG    |
| <i>SOX9</i>  | Mouse   | AGTACCCGCATCTGCACAAC     | ACGAAGGGTCTCTTCTCGCT     |
| <i>CD44</i>  | Mouse   | GGCTCTGATTCTTGCCGTCT     | TGTCTTCCACCGTCCCATTG     |
| <i>CTGF</i>  | Mouse   | AGACCTGTGGGATGGGCAT      | GCTTGGCGATTTTAGGTGTCC    |
| <i>CYR61</i> | Mouse   | TAAGGTCTGCGCTAAACAACCTC  | CAGATCCCTTTCAGAGCGGT     |

# Supplementary material for: Inactivation of LATS1/2 drives luminal-basal plasticity to initiate basal-like mammary carcinomas
**Source:** Nat Commun. 2022 Nov 28;13:7198. doi: 10.1038/s41467-022-34864-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differential gene expression data

File Name: Supplementary Data 2

Description: GSEA pathway enrichment analysis of L1/2-KO gene signature

File Name: Supplementary Data 3

Description: YAP/TAZ Leading Edge Targets in LATS Ranklist

File Name: Supplementary Data 4

Description: Binding Analysis for Regulation of Transcription (BART) of the top 500 genes upregulated in LATS1/2-K8 deleted cells

# Supplementary material for: Inactivation of LATS1/2 drives luminal-basal plasticity to initiate basal-like mammary carcinomas
**Source:** Nat Commun. 2022 Nov 28;13:7198. doi: 10.1038/s41467-022-34864-8
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Data was collected on the following instruments: Zeiss LSM 700, Zeiss Axio Observer.Z1, Zeiss Axio Scan.Z1, Zeiss SteREO Discovery.V12, ViiA7 Real-Time PCR System (Applied Biosystems), IVIS Spectrum imaging system (Perkin Elmer), Illumina NextSeq 2000.

**Data analysis** The following software and tools were used for data analysis, as described in the methods: GraphPad Prism 9, Zeiss ZEN 3.3 Blue, Zeiss ZEN 3.1 Blue, Zeiss ZEN 2 Blue, Zeiss ZEN 2.3 SP1 FP3 Black, QuantStudio Real-Time PCR Software v1.6.1, FlowJo v10.7.1, FACS Diva 6.2.1, STAR (version 2.6.0c), featureCounts (Subread package, version 1.6.2), SAMtools (version 1.9), FastQC (version 0.11.7), RSeQC (version 3.0.0), DESeq2 R package (version 1.23.10), HomoloGene (version 68), R package ComplexHeatmap (v2.6.2), Gene Set Enrichment Analysis (GSEA) (version 2.2.1), R package GSVA (v1.34.0), Limma-Voom (v3.46), GISTIC 2.0.22 (Firehose task version:140).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

TCGA datasets used in the study are publicly available and can be obtained from <https://portal.gdc.cancer.gov>. Gene expression data used in the study, including new data that was generated, are publicly available on the GEO repository: GSE196555 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196555>],

GSE135885 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135885], GSE135891 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135891], GSE63310 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63310]. The authors declare that all other data supporting this study are either available within the article, supplementary figures, or available from the authors upon request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on prior studies performed in the field and the number of replicates for statistical analyses are specified in the figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions | No data were excluded from the statistical analyses. Mice injected with AdK8-nls-Cre were excluded from experimental counts if they died without a confirmation of whether a tumor developed or not.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | The conclusions obtained in this study were made utilizing several transgenic mouse models. The experimental phenotypes observed in LATS1/2f/f;YFP;K8CreERT2, LATS1/2f/f;YFP;Sox9CreERT2, LATS1/2f/f;Sox9f/f;YFP;K8CreERT2, and LATS1/2f/f;YAP f/f;TAZ f/f;YFP;K8CreERT2 mice were all confirmed with successful replication. Lineage traced tumors and metastases that developed in LATS1/2f/f mice injected with AdK8-nls-Cre were successfully replicated with tumors formed at frequencies reported in the text. Validation of AdenoK8-nls-Cre targeting of K8+ cells has been demonstrated in a prior manuscript (PMID: 249036465), which we replicated with a successful injection of AdK8-nls-Cre in a Isl-tdTomato mouse. All qPCR data shown is data collected from an experiment of least three independent wells per condition and is representative of replicate experiments. |
| Randomization   | Randomization was not relevant for this study. Animals were assigned into experimental groups based on their desired genotypes for comparison. Efforts were made to confirm the phenotypes across mice from multiple different litters and cages.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Blinding was not conducted as the genotypes of the animals being analyzed in this study were known to the investigators and all statistical analyses were performed using software as described in the methods.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies used for IHC:  
 Keratin 8 Rat DSHB TROMA-1c  
 Keratin 14 – FITC Mouse Millipore Sigma CBL197F Clone LL002  
 Keratin 14 Rabbit Biolegend 905301 Clone Poly19053  
 Keratin 5 Rabbit Biolegend 905501 Clone Poly19055  
 Phospho-LATS1/2 (Thr1079/1041) Rabbit Assay BioTech A8125  
 YAP/TAZ Rabbit CST 8418  
 GFP/YFP Chicken Aves Labs, Inc. GFP-1020  
 GFP/YFP Rabbit Takara Bio Clontech 632592  
 ERα Rabbit Abcam Ab32063 Clone E115  
 PR Rabbit Santa Cruz SC-538  
 Sox9 Goat R&D Systems AF3075

Sox9 Rabbit Millipore-Sigma AB5535  
 YAP Rabbit CST D8H1X  
 TAZ Rabbit CST E8E9G  
 tdTomato Goat Sicgen AB8181-200  
 PCNA Mouse CST PC10

Antibodies used for flow cytometry:  
 CD45 – APC/Fire Rat Biolegend 103153 Clone 30-F11  
 CD31 – APC/Fire Rat Biolegend 102433 Clone 390  
 Ter119 – APC/Cy7 Rat Biolegend 116223 Clone TER-119  
 EpCAM – Alexa 647 Rat Biolegend 118211 Clone G8.8  
 CD49f – PE/Cy7 Rat Biolegend 313621 Clone GoH3  
 CD49b – PE Hamster Biolegend 103506 Clone Hma2  
 Sca-1 – BV421 Rat Biolegend 108127 Clone D7

Secondary antibodies:  
 Donkey α-Rabbit Cy3 Jackson ImmunoResearch 711-166-152  
 Donkey α-Rabbit 647 Jackson ImmunoResearch 711-606-152  
 Donkey α-Goat 647 Jackson ImmunoResearch 705-605-147  
 Donkey α-Rat 488 Jackson ImmunoResearch 712-546-153  
 Donkey α-Rat 594 Jackson ImmunoResearch 712-586-153  
 Donkey α-Rat Cy3 Jackson ImmunoResearch 712-165-153  
 Donkey α-Chicken 594 Jackson ImmunoResearch 703-585-155  
 Donkey α-Chicken 647 Jackson ImmunoResearch 703-605-155  
 Donkey α-Mouse 647 Jackson ImmunoResearch 715-606-150

## Validation

Information below highlights manufacturer's statements as well as corresponding identification numbers for The Antibody Registry, where references for each antibody can be found.

Keratin 8 Rat DSHB TROMA-1c RRID:AB\_531826

The manufacturer reports positive reactivity with mouse with recommended use in immunohistochemistry (<https://dshb.biology.uiowa.edu/TROMA-I>).

Keratin 14 - FITC Mouse Millipore Sigma CBL197F Clone LL002 RRID:AB\_93327

The manufacturer states the antibody "is validated for use in IH(P) for the detection of cytokeratin 14" ([https://www.emdmillipore.com/US/en/product/Anti-Cytokeratin-14-Antibody-clone-LL002-FITC-conjugated,MM\\_NF-CBL197F?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor\\_REF](https://www.emdmillipore.com/US/en/product/Anti-Cytokeratin-14-Antibody-clone-LL002-FITC-conjugated,MM_NF-CBL197F?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#anchor_REF))).

Keratin 14 Rabbit Biolegend 905301 Clone Poly19053 RRID:AB\_2565048

The manufacturer reports an intended use for IHC in human tissues (<https://www.biolegend.com/en-us/products/keratin-14-polyclonal-antibody-purified-10953?GroupID=GROUP26>). For use in IHC for mouse tissue, see PMID: 31562298.

Keratin 5 Rabbit Biolegend 905501 Clone Poly19055 RRID:AB\_2565050

The manufacturer reports an intended use for IHC in human tissues (<https://www.biolegend.com/en-us/products/keratin-14-polyclonal-antibody-purified-10953?GroupID=GROUP26>). For use in IHC for mouse tissue, see PMID: 31562298, 29587145, 29103953, 31631837, 30523786.

Phospho-LATS1/2 (Thr1079/1041) Rabbit Assay BioTech A8125 RRID:AB\_10686029

The manufacturer reports that this antibody is validated for IHC and reactive for mouse (<https://www.assaybiotechnology.com/LATS1-2-Phospho-Thr1079-1041-Antibody-A8125-IHC-ELISA>). We have also previously validated this antibody for immunofluorescence in Lats1/2 depletion and phosphatase treatment experiments in mouse cells (PMID: 26235047).

YAP/TAZ Rabbit CST 8418 RRID:AB\_10950494

The manufacturer reports positive reactivity with mouse in immunoprecipitation and western blot. For use in IHC, see PMID: 28867486, 28943241, 31801083. We have also validated this antibody for immunofluorescence in Yap-deleted mouse tissues in prior work (PMID: 33903236, 33903236).

GFP/YFP Chicken Aves Labs, Inc. GFP-1020 RRID:AB\_10000240

The manufacturer demonstrated validation of this antibody in IHC for mouse (<https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>).

GFP/YFP Rabbit Takara Bio Clontech 632592 RRID:AB\_2336883

Manufacturer validation of this antibody was performed using HEK293 cells transfected with GFP (<https://www.takarabio.com/documents/Certificate%20of%20Analysis/632592/632592-632593-080720.pdf>). For use in IHC for mouse, see PMID: 28709801.

ERα Rabbit Abcam Ab32063 Clone E115 RRID:AB\_732249

The manufacturer validated this antibody in IHC for human tissue and states reactivity with mouse (<https://www.abcam.com/estrogen-receptor-alpha-antibody-e115-chip-grade-ab32063.html>). Prior studies have successfully utilized this antibody for IHC in mouse tissue (PMID: 32059806, 29264547).

PR Rabbit Santa Cruz SC-538 RRID:AB\_632263

The manufacturer recommends use of this antibody for detection of mouse PR via IHC (<https://datasheets.scbt.com/sc-538.pdf>).

Sox9 Goat R&D Systems AF3075 RRID:AB\_2194160

The manufacturer reports specificity for human Sox9 in direct ELISAs and western blots ([https://www.rndsystems.com/products/human-sox9-antibody\\_af3075#product-details](https://www.rndsystems.com/products/human-sox9-antibody_af3075#product-details)). For use in IHC on mouse tissue, see PMID: 28323616, 30944105, 29587145,

29587142, 26235047. We have also validated this antibody in the experiments presented in our study.

Sox9 Rabbit Millipore-Sigma AB5535 RRID:AB\_2239761

The manufacturer reports positive reactivity with mouse in IHC ([https://www.emdmillipore.com/US/en/product/Anti-Sox9-Antibody,MM\\_NF-AB5535#anchor\\_REF](https://www.emdmillipore.com/US/en/product/Anti-Sox9-Antibody,MM_NF-AB5535#anchor_REF)). We have also validated this antibody in the experiments presented in our study.

YAP Rabbit CST D8H1X RRID:AB\_2650491

The manufacturer reports positive reactivity with mouse in IHC (<https://www.cellsignal.com/products/primary-antibodies/yap-d8h1x-xp-rabbit-mab/14074>). We have also validated this antibody for immunofluorescence in YAP-deleted mouse tissues in prior work (PMID: 33903236, 33903236)

TAZ Rabbit CST E8E9G RRID:AB\_2800026

The manufacturer reports reactivity with mouse in western blot, immunoprecipitation, immunofluorescence, and ChIP (<https://www.cellsignal.com/products/primary-antibodies/taz-e8e9g-rabbit-mab/83669>). A study has demonstrated use of this antibody in human tissue (PMID: 33232824). We have also validated this antibody for immunofluorescence in Wwtr1/TAZ-deleted mouse tissues in prior work (PMID: 33903236, 33903236).

tdTomato Goat Siggen AB8181-200 RRID:AB\_2722750

The manufacturer validated this antibody using HEK293 cells transfected with tdTomato, as well as brain sections ([https://www.siggen.pt/product/tdtomato-polyclonal-antibody\\_1\\_135](https://www.siggen.pt/product/tdtomato-polyclonal-antibody_1_135)). Also see PMID: 29233556, 29500351, 32134385 for further use in mouse tissues for IHC.

PCNA Mouse CST PC10 RRID:AB\_2160343

The manufacturer reports reactivity with human in immunohistochemistry. We have previously used this antibody in immunofluorescence in mouse tissue (PMID:28492365).

CD45 – APC/Fire Rat Biolegend 103153 Clone 30-F11 RRID:AB\_2572115 and AB\_2572116

The manufacturer reports verified reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse cells (PMID: 30540942, 32961131).

CD31 – APC/Fire Rat Biolegend 102433 Clone 390 RRID:AB\_2629682 and AB\_2629683

The manufacturer reports verified reactivity with mouse and this antibody has been previously used in flow cytometry with mouse cells (PMID: 32302523).

Ter119 – APC/Cy7 Rat Biolegend 116223 Clone TER-119 RRID:AB\_2137788

The manufacturer reports verified reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse cells (PMID: 31080134, 29249691).

EpCAM – Alexa 647 Rat Biolegend 118211 Clone G8.8 RRID:AB\_1134101 and AB\_1134104

The manufacturer reports verified reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse mammary cells (PMID: 30174241, 30089273, 31597106).

CD49f – PE/Cy7 Rat Biolegend 313621 Clone GoH3 RRID:AB\_2561704 and AB\_2561705

The manufacturer reports documented reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse mammary cells (PMID: 32697984, 32895290).

CD49b – PE Hamster Biolegend 103506 Clone Hma2 RRID:AB\_313029

The manufacturer reports verified reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse cells (PMID: 29727682, 28636955).

Sca-1 – BV421 Rat Biolegend 108127 Clone D7 RRID:AB\_10898327 and AB\_2563064

The manufacturer reports verified reactivity with mouse and previous studies have used this antibody in flow cytometry with mouse cells (PMID: 31130381, 31279774).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mus musculus Lats1tm1.1Jfm/RjoJ The Jackson Laboratory JAX:024941  
 Mus musculus Lats2tm1.1Jfm/RjoJ The Jackson Laboratory JAX:025428  
 Mus musculus STOCK Tg(Krt8-cre/ERT2)17Blpn/J The Jackson Laboratory JAX:017947  
 Mus musculus B6.129X1-Gt(ROSA)26Sortm1(EYFP)Cos/J The Jackson Laboratory JAX:006148  
 Mus musculus Wwtr1tm1Hmc Yap1tm1Hmc/WranJ The Jackson Laboratory JAX:030532  
 Mus musculus Sox9-Cre (B6.129S7-Sox9<tm1(cre/ERT2)Haak>) RIKEN RBRC05522  
 Mus musculus B6.129S7-Sox9tm2Crm/J The Jackson Laboratory JAX:013016  
 Mus musculus B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J The Jackson Laboratory JAX:007914

All mice used were nulliparous female mice 3-10 months of age upon initiation of experiments.

### Wild animals

None were used.

### Field-collected samples

None were used.

### Ethics oversight

All animal experiments were done in accordance with protocols approved by the Institutional Animal Care and Use Committee at

Ethics oversight

Boston University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Immediately upon excision, the third, fourth, and fifth mammary glands were chopped with a McIlwain tissue chopper (Ted Pella, Inc.) prior to being digested at 37°C with a collagenase solution. The collagenase solution contained 2 mg/mL collagenase (Roche, 11088793001 and Worthington, LS004196), 0.5 units/mL dispase (Corning, 354235), 10 µg/mL DNase (Roche, 4716728001), and 1x Penicillin-Streptomycin (Corning, 30-002-CI) diluted in DMEM (Corning, 10-013-CV). Red blood cells were lysed using ACK Lysing Buffer (Gibco, A1049201). Samples were dissociated to single cells using TrypLE (Gibco, 12604-021), quenched with DMEM/10% FBS, and washed with PBS. Cells were then put through a 40 µm (Fisher, 22-363-547) or 70 µm strainer (Corning, 352350). For mammary gland profiling, live/dead staining was performed using a near-IR dead cell stain (Invitrogen, L34976), followed by blocking using Fc block (BD Biosciences, 553142) in BD stain buffer (BD, 554656). Samples were then incubated in primary antibodies at the specified concentrations for 30 minutes at 4°C, washed twice, and resuspended in PBS. Compensation was performed using UltraComp eBeads Compensation Beads (Invitrogen). For FACS experiments, live/dead staining was performed using Calcein blue (Invitrogen, C1429) at a concentration of 1 µM.

Instrument

BD LSR II SORP, Beckman Coulter MoFlo Astrios

Software

FlowJo v10.7.1 (BD Biosciences), FACS Diva v6.2.1 (BD Biosciences)

Cell population abundance

All sorted cells were of interest and utilized in downstream experiments. Accuracy of the EYFP+ sorts was validated via RNA-sequencing quality control by showing observation of the expected genetic alterations in the transgenic mouse models.

Gating strategy

For mammary gland profiling experiments, cells were first gated for singlets using FSC/SSC, then gated on live cells that were CD45-CD31-TER119-. Of these, EYFP+ luminal cells were then selected using a gate on EYFP and on EpCAM with CD49f. The resultant populations were then gated on Sca1. All gates were drawn by hand based on prior literature and using reasonable boundaries observed between populations.

For FACS experiments, cells were gated on singlets using FSC and SSC, followed by gating on calcein blue for live cells. Of the live cells, EYFP+ cells were then selected to collect. All gates were drawn by hand.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

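The data were RNA-sequencing counts from 9 libraries of EYFP+ mammary cells sorted by FACS, with 3 libraries each labelled control, LATS1/2-KO and LATS1/2-Sox9-KO. The authors aligned the reads to mm10 with STAR, counted uniquely aligned proper pairs per Ensembl gene with featureCounts, left out mitochondrial genes, and deposited the counts of each library without normalization or pooling of replicates. Groups and replicate numbers were taken from the sample labels and the genotypes of the paper. The dose of tamoxifen was 2 mg, given 5 times, and the labels give 7 days from the last dose to the sort. Replicate numbers are shared between the groups in the labels only, and nothing in the paper's text pairs the mice across groups. No 2 libraries of a group had counts within sampling noise of each other, with a chi-square per gene from 17.9 to 142, which goes against the same library under several labels but does not show that the libraries came from separate mice. Each library was counted as a replicate because the labels number them so.

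From the counts, fold changes were computed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, library sizes were normalized by TMM, and a quasi-likelihood model of the 3 group means was fitted to all 9 libraries. P-values were adjusted by the Benjamini-Hochberg method over the 19357 genes tested in each comparison. Genes were called at an absolute log2 fold change above 1 and an adjusted p of at most 0.05. Gene lists were tested with fgsea 1.28.0, a preranked enrichment with permuted lists and seed 1, for lists with at least 5 tested genes. The lists were the genes named in the paper's figures and in Supplementary Data 3, and lists of cell types and processes written from general knowledge, since the collections used in the paper were not used here. All 580 genes listed by symbol were found in the annotation. Where lists of luminal and basal genes are discussed for the comparison of LATS1/2-Sox9-KO with LATS1/2-KO, beyond those of Supplementary Fig. 4l, they were taken up after their values were seen. The numbers of genes shared between leading-edge lists or called in both control comparisons, and the numbers of genes without counts in control that have counts in the libraries labelled LATS1/2-Sox9-KO, were also obtained after the data were seen.

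Krt18 was named together with the stained keratins, although the paper does not stain it. The other genes named are those the paper names for these data and the targeted genes with Yap1 and Wwtr1. Also named are the keratins and vimentin that the paper stains, and the 5 largest increases and 5 largest decreases of each comparison. The latter were taken among called genes with a mean normalized count of at least 100 in the higher group and no overlap between the libraries of the groups, without predicted genes that lack an established symbol. The pattern that recognises predicted genes was at first stricter than this rule and was corrected after its output was seen, which brought in Klra13-ps and took out Tigit. Some single-gene results are not reported here. Coordinates are those of GENCODE M21 on GRCm38, counted from 1. A fold change against a group with at most 3 counts in each library was computed against that floor and given as a lower bound.

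The depth of 44167762 to 61967651 counts per library makes counting error small for most of the genes named, and n = 3 libraries per group sets the precision. The gene lists, the rule for naming genes and the following alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, RLE or upper-quartile factors in place of TMM, the 100 most counted genes left out of the normalization, no filter or at least 10 counts in every library in place of filterByExpr, a fit of the 2 compared groups alone, the replicate number as a block, each library left out in turn, glmTreat against a fold change of 2, and limma 3.58.1's camera for gene lists with an inter-gene correlation of 0.01 or an estimated one. An adjustment of the counts for GC content was added after the data were seen. The statistical code was tested on simulated counts in which 200 genes were changed. edgeR recovered 94.5% of them, all with the right sign, and called 10 of 17771 unchanged genes, and DESeq2 recovered 98% and called 42 of 18959 unchanged genes. The changed genes were all well counted and changed by more than 2-fold. They were far fewer than the genes called in the comparisons with control. These shares therefore do not give the recovery of smaller changes or of genes with few counts. They do not test the normalization when many genes change either. The reads were not analysed, so deleted exons were not examined. The external signatures, the motif analysis and all human tumor data of the paper were not analysed here.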

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

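Both tests in this part were chosen after the result was seen. In the control libraries, 38 genes had at most 3 counts in every library while each library labelled LATS1/2-KO had at least 100 counts. None of these genes is named in the paper's text. All 38 were called higher in the libraries labelled LATS1/2-KO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the libraries labelled LATS1/2-Sox9-KO, 37 of them had more than 3 counts in every library and 27 had at least 100. Among them are Wnt7a, Casp14 and Sox11. In the other direction, 9 genes had at least 100 counts in every control library and at most 3 in every library labelled LATS1/2-KO. The libraries labelled LATS1/2-KO are larger than the control libraries, and a larger library can lift a gene above a fixed count. After every library was thinned to the smallest total, 34 genes met both limits, so that library size does not account for most of the number. RNA from other cell types was examined through lists of immune, fibroblast and endothelial markers, and 0% of the 38 genes belonged to these lists. Lists this short would share few genes with any 38 genes, so the number cannot be told apart from RNA of other cell types. Reads shared between similar genes were not tested for this group. A response to the LATS1/2 deletion in cells that do not transcribe these genes beforehand is a candidate explanation, which remains a hypothesis because it was raised on the same data and these technical sources were not excluded. The number also depends on the limits, with 93 genes at a minimum of 30 counts and 15 genes when no control count was allowed.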

How the results depend on the processing

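The adjustment for GC content was chosen after the data were seen. For the libraries labelled LATS1/2-KO against control, 55 of the 58 named genes kept their direction and their side of an adjusted p of 0.05 in every alternative, and so did 3 of the 9 gene lists. For LATS1/2-Sox9-KO against LATS1/2-KO, 19 of 38 named genes and 4 of 18 lists did. The fold change of 2 is not part of these numbers. In LATS1/2-KO against control, the log2 fold changes of Myl9 (1.12) and Sox9 (-1.15) fell short of it at 0.83 without replicate 2 and -0.97 without replicate 1 of LATS1/2-KO, and those of Krt8 (0.58) and Krt18 (0.71) exceeded it at 1.07 and 1.17 with the GC adjustment, as did Yap1 in LATS1/2-Sox9-KO against control (-0.78, and -1.03 with the adjustment).

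With glmTreat, 1962 genes were higher and 2043 lower in LATS1/2-KO against control, 18 higher and 14 lower in LATS1/2-Sox9-KO against LATS1/2-KO, and 2240 higher and 2468 lower in LATS1/2-Sox9-KO against control. The corresponding numbers without it were 3314 and 3391, 301 and 418, and 3449 and 3799. DESeq2 called 471 genes higher and 689 lower in LATS1/2-Sox9-KO against LATS1/2-KO, which include 300 of the 301 and 416 of the 418 called by edgeR. Across the fits that each left out 1 library, this comparison gave from 121 to 497 higher genes and from 78 to 582 lower genes, while in the comparisons with control the same fits gave from 2994 to 3527 higher genes and from 3174 to 3767 lower genes. No scaling moved the median log2 fold change of all genes beyond 0.08 in size.

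The replicate number was fitted as a block although mice that share a number are different animals. Deviations of same-numbered libraries from their group means had a mean correlation of -0.0441 for LATS1/2-KO and control, 0.0740 for LATS1/2-Sox9-KO and LATS1/2-KO, and 0.0231 for LATS1/2-Sox9-KO and control. With the replicate block, 3193 genes were higher and 3328 lower in LATS1/2-KO against control, 265 and 336 in LATS1/2-Sox9-KO against LATS1/2-KO, and 3399 and 3688 in LATS1/2-Sox9-KO against control.

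For the lists that camera with estimated inter-gene correlation moved above an adjusted p of 0.05, this setting gave the highest adjusted p, and their lowest over the 17 alternatives lay between 1.32e-35 and 0.00298. For LATS1/2-KO against control, it was 0.20 for DNA replication, 0.100 for mitosis, 0.242 for ribosome biogenesis, 0.162 for mammary gland development, 0.20 for the mature luminal and 0.642 for the luminal progenitor markers. For LATS1/2-Sox9-KO against LATS1/2-KO, it was 0.275 for the collagens, the keratins and the interferon response, 0.591 for neuron migration, 0.395 for the mitochondrial ribosomal proteins and the luminal progenitor markers, 0.300 for the contractile genes, 0.680 for the YAP/TAZ leading edge, 0.471 for the cilium genes and the luminal genes of Supplementary Fig. 4l, and 0.525 for the luminal genes of Fig. 4a. With a fixed correlation of 0.01, camera gave 0.0852 for neuron migration, 0.135 for the YAP/TAZ leading edge and 0.0196 for the basal genes of Supplementary Fig. 4l, which did not pass with fgsea. The cause of these changes was not tested.

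The YAP/TAZ leading edge, at an adjusted p of 0.0328 in LATS1/2-Sox9-KO against LATS1/2-KO, also fell short with upper-quartile factors (0.110), at least 10 counts in every library (0.220) and the replicate block (0.0620). The Sox9 leading edge, at 0.630, changed direction in 9 of its 17 alternatives. Among these were no filter (0.320), at least 10 counts in every library (0.497), the GC adjustment (0.624) and only the 2 groups (0.400). The others each left out 1 library. The mature luminal markers changed direction with at least 10 counts in every library (0.432). Across the fits that left out 1 library each, the adjusted p ranged from 0.000398 to 0.167 for neuron migration, from 0.00522 to 0.284 for the basal genes of Supplementary Fig. 4l, from 0.0317 to 0.699 for the mature luminal markers, from 0.0102 to 0.0858 for the contractile genes, from 0.00342 to 0.203 for the luminal genes of Fig. 4a, from 0.000646 to 0.660 for the YAP/TAZ leading edge and from 0.362 to 0.719 for the Sox9 leading edge.

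None of the single genes named in this paragraph passed an adjusted p of 0.05 in any alternative. In LATS1/2-KO against control, the log2 fold change of Krt5 ranged from -0.21 to 0.42 with 1 library left out. In LATS1/2-Sox9-KO against LATS1/2-KO, the same range was -0.86 to 0.32 for Sparc, -0.0314 to 0.48 for Zeb2, -0.14 to 0.33 for Gata3, -0.36 to 0.27 for Esr1, -0.52 to 0.11 for Foxa1, -0.0356 to 0.29 for Lats2 and -0.19 to 0.0432 for Yap1. Gata3 was at -0.0189 with upper-quartile factors. The cause was not tested.

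The number of genes at or under 3 counts in control and at 100 or more in LATS1/2-KO was 38, against 93 with a minimum of 30 counts and 15 with a floor of 0. It ranged from 43 to 52 with 1 library left out. The reverse number was 9, against 36 and 4, and from 10 to 24 with 1 library left out. Such counts are limited by depth, since a gene with few transcripts can fall under the floor by chance.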

Differences from the paper's values

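With the main settings, none of the log2 fold changes compared with Supplementary Data 1 differed by more than the larger standard error. Under some of the alternatives single genes did, such as Prlr, at -5.55 without replicate 1 of LATS1/2-KO against the paper's -4.82. Among 548 genes of that table with a fold change for LATS1/2-KO against control, all 548 had the same sign here and the median absolute difference was 0.02 on the log2 scale. For LATS1/2-Sox9-KO against LATS1/2-KO, 543 of 544 genes had the same sign.

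The paper's text describes many luminal and basal genes as not significantly affected by the Sox9 co-deletion, and the legend of Supplementary Fig. 4l gives no significant rescue. Of the 21 genes of that figure, 18 did not pass the thresholds here. Krt17 (log2 fold change 2.76, adjusted p = 0.00147 from edgeR's quasi-likelihood test), Lifr (-1.77, adjusted p = 0.0101) and Pgr (-3.43, adjusted p = 0.0136) passed them, each moving further from control, which is not a rescue. Krt17 and Lifr passed an adjusted p of 0.05 in all 15 alternatives, and Pgr in all but the fit without replicate 2 of the libraries labelled LATS1/2-Sox9-KO (edgeR adjusted p = 0.0589, with a range from 2.73e-05 to 0.0589). Prlr, Cited1 and Greb1 passed with DESeq2, with no filter on low counts and without replicate 2 of the libraries labelled LATS1/2-KO. Greb1 also passed with the replicate block and with the GC adjustment, which was chosen after seeing the values. Prom2 passed without replicate 2 of the libraries labelled LATS1/2-KO, and Fgfr2, at less than a 2-fold change, had an adjusted p under 0.05 without replicate 1 of those labelled LATS1/2-Sox9-KO.

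The paper's text and Supplementary Fig. 4k give lower expression of genes for integrin interactions, and the figure also for laminin interactions, in the libraries labelled LATS1/2-Sox9-KO. The integrin and laminin lists used here, which are not the paper's gene sets, were lower without passing the threshold (adjusted p = 0.312 and 0.322 from fgsea on edgeR's statistics). Their adjusted p ranged from 0.0505 to 0.756 and from 0.107 to 0.680 over the alternatives, none of which brought them past it.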

Other observations

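The tests of exchanged libraries and of a mixed sample, the GC adjustment and the read densities of the called antisense genes were chosen after the results were seen. The number of genes called in both control comparisons was also obtained afterwards. The luminal marker and contractile lists were taken up afterwards too for LATS1/2-Sox9-KO against LATS1/2-KO. The other tests in this part were chosen before. In each comparison, only the real grouping gave as many called genes, which makes 1 of the 4 groupings that part all same-numbered pairs and 1 of all 10 groupings of the 6 libraries. With 3 libraries against 3, this share cannot fall under 0.1, so chance cannot be excluded by it alone. When every library was thinned to the smallest total, 6583 genes were called in LATS1/2-KO against control, 696 in LATS1/2-Sox9-KO against LATS1/2-KO and 7114 in LATS1/2-Sox9-KO against control, close to the full numbers, so library size does not account for the calls. Of the genes called, 2715 were higher and 2836 lower against control in both the LATS1/2-KO and the LATS1/2-Sox9-KO libraries, and 1 gene was called in opposite directions.

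The Lats2 counts that do not fall raise the question of labels exchanged with control. Lats2 is floxed in both deletion groups and bears on no exchange between them, for which the overlapping Sox9 counts raise the question. For control and LATS1/2-KO, the highest Lats1 count of the latter was 0.412 of the lowest control count, which goes against an exchange. For LATS1/2-KO and LATS1/2-Sox9-KO, the highest Sox9 count of the latter was 1.22 times the lowest of the former. On the second principal component, the libraries labelled LATS1/2-KO lay between -25.6 and -13.9 and those labelled LATS1/2-Sox9-KO between 13.4 and 19.2, which goes against an exchange of single libraries between these groups. An exchange of the whole groups cannot be told apart from a Sox9 transcript that keeps its remaining exons after the deletion, since gene-level counts do not resolve exons. The Reporting Summary states that the expected genetic alterations were seen in the sequencing data. That goes against an exchange but was not examined here.

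Fold changes in LATS1/2-KO against control went with GC content across the tested genes (Spearman rho -0.240, genes are not independent replicates), past the limit of 0.2 set before the test, and less with gene length (rho -0.103). In LATS1/2-Sox9-KO against LATS1/2-KO, rho was 0.0515 for GC content and -0.0651 for length. The relation in the first comparison may be technical or may follow from which genes respond, and the 2 were not separated. With the counts adjusted for GC content, rho was 0.00362, 3211 genes were higher and 3125 lower, and the fold changes correlated with the unadjusted ones at r = 0.986, so that GC content does not fully explain the number of calls.

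Myoepithelial cells carried along in the sort could raise basal genes in the libraries labelled LATS1/2-KO. Krt14 rose by 7.16 more on the log2 scale than the median of 8 contractile myoepithelial genes, and Krt5 did not rise (log2 fold change 0.06), which is not what an admixture of such cells would give. The paper counts uniquely aligned pairs on the same strand. Among 208 genes that lie within exons of an expressed gene on the other strand, the read density was a median of 0.0115 of that opposite, which does not settle whether strand was used. Counting without regard to strand could also leave such genes with few reads, because pairs that overlap several genes are commonly dropped. Of 117 tested antisense genes 24 were called, and 14 of these 24 lie opposite an expressed gene. Their read density was a median of 0.0453 of the opposite gene's and ranged from 0.00569 to 129 times it, and these calls cannot be told apart from an effect of how strand was counted.

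Lower matrix genes in the libraries labelled LATS1/2-Sox9-KO could come from fewer fibroblasts in the sort. Across 5 fibroblast markers that are not matrix genes, the median log2 fold change was -0.12, closer to 0 than the -0.61 of the collagens. Higher interferon-response genes could come from immune cells, but the immune marker list was not higher (adjusted p = 0.322 from fgsea on edgeR's statistics, median log2 fold change -0.00). Interferon-response genes were also higher in LATS1/2-KO than in control, 29 of 30 with a median log2 fold change of 2.36, and further higher in LATS1/2-Sox9-KO. The paper's Supplementary Fig. 4k lists a type I interferon set among those higher in LATS1/2-Sox9-KO, and its text does not mention interferon. A hypothesis that Sox9 co-deletion adds to this response was not tested beyond these libraries.

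The luminal genes of Supplementary Fig. 4l were lower in LATS1/2-Sox9-KO than in LATS1/2-KO. Replicate 1 of LATS1/2-KO had the highest normalized count of its group for 10 of these 13 genes, and a mixed sample could give this result. Without it the list still passed (NES -1.76, adjusted p = 0.0232 from fgsea), against a range of 3.52e-06 to 0.471 over the alternatives. Luminal progenitor markers were lower as well (18 of 20 genes, NES -2.16, adjusted p = 6.76e-05), and the contractile genes were lower (6 of 8 genes, NES -1.74, adjusted p = 0.0200). The 20 mature luminal markers did not pass the threshold, with 13 lower and 7 higher (NES -1.16, adjusted p = 0.322 from fgsea). The Sox9 leading-edge genes of Supplementary Data 3, all higher in LATS1/2-KO than in control, did not move together in LATS1/2-Sox9-KO against LATS1/2-KO (NES -0.91, adjusted p = 0.630), with 29 of 46 lower and a median log2 fold change of -0.05.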
